# Comparing Two Intestinal Porcine Epithelial Cell Lines (IPECs): Morphological Differentiation, Function and Metabolism

**DOI:** 10.1371/journal.pone.0132323

**Published:** 2015-07-06

**Authors:** Constanze Nossol, Anicò Barta-Böszörményi, Stefan Kahlert, Werner Zuschratter, Heidi Faber-Zuschratter, Nicole Reinhardt, Siriluk Ponsuksili, Klaus Wimmers, Anne-Kathrin Diesing, Hermann-Josef Rothkötter

## Abstract

The pig shows genetical and physiological resemblance to human, which predestines it as an experimental animal model especially for mucosal physiology. Therefore, the intestinal epithelial cell lines 1 and J2 (IPEC-1, IPEC-J2) - spontaneously immortalised cell lines from the porcine intestine - are important tools for studying intestinal function. A microarray (GeneChip Porcine Genome Array) was performed to compare the genome wide gene expression of IPECs. Different significantly up-regulated pathways were identified, like “lysosome”, “pathways in cancer”, “regulation of actin cytoskeleton” and “oxidative phosphorylation” in IPEC-J2 in comparison to IPEC-1. On the other hand, “spliceosome”, “ribosome”, “RNA-degradation” and “tight junction” are significantly down-regulated pathways in IPEC-J2 in comparison to IPEC-1. Examined pathways were followed up by functional analyses. ATP-, oxygen, glucose and lactate-measurement provide evidence for up-regulation of oxidative phosphorylation in IPEC-J2. These cells seem to be more active in their metabolism than IPEC-1 cells due to a significant higher ATP-content as well as a higher O_2_- and glucose-consumption. The down-regulated pathway “ribosome” was followed up by measurement of RNA- and protein content. In summary, IPEC-J2 is a morphologically and functionally more differentiated cell line in comparison to IPEC-1. In addition, IPEC-J2 cells are a preferential tool for *in vitro* studies with the focus on metabolism.

## Introduction

There is increasing need for suitable enterocytic cell cultures of the jejunum and ileum. Because intestinal disorders are a significant cause of morbidity and mortality in the population world wide, the knowledge of the molecular and biological epithelial cell functions is therefore of special importance. The use of the omnivorous pig as a model to mimic the human intestinal barrier function is given through the anatomical and physiological similarities. The abdominal organs like stomach, spleen, bile duct system, small intestine, kidney and bladder found in pigs are basically the same found in human [1]. Furthermore, similar to humans, *Firmicutes* and *Bacteroidetes* phyla [2] colonise the gut of pigs. Therefore, the pig model can be used in the areas of amino acid metabolism, total parental nutrition and common bacterial as well as viral infections (e.g. rotavirus). Several methods have been used to establish cell monolayers comparable to the polarised gut columnar epithelium. Cultivation of permanent cell lines on permeable support membranes allows the access to both the apical and basolateral compartment of the monolayer. In comparison to the use of short-term Ussing chamber experiments (up to 3 hours), these cell cultures can be used over a period of days for studies in cellular protein and nutrient transport, digestion, pharmacological regulation and microbial exposition.

However, the number of cells available for these cultivation methods is limited. The human intestinal Caco-2 cell line has often been used to study the differentiation of epithelial cells [3], enzymes location within the brush border [4], expression of nutrient transporters [5] and adhesion molecules [6]. However, the Caco-2 cell line was generated from human colonic cancer and despite the described epithelial like structure and function, Caco-2 cells still harbour properties derived from the original colonic cancer source. For a more detailed study of the epithelial function a cell system is necessary to compare the cell culture data with the physiological situation *in vivo*.

In the recent years the intestinal porcine epithelial cell lines IPEC-1 and IPEC-J2, derived from pig small intestine, have been used especially for epithelial microbiological exposition [7]. Their morphology and growth on different basolateral support media has been studied in detail [8]. The IPEC-1 and IPEC-J2 cells are both non-transformed and had their origin in piglets less than 12 hours old [9]. For these cell lines there is limited knowledge about the constitutive “baseline” morphology, structure and metabolism—and the underlying gene expression.

For better understanding of the IPEC-cell lines in terms of growth, metabolism and suitability for microbial and drug testing, in the present study both IPEC-1 and IPEC-J2 were analysed for gene expression (microarray analysis and qPCR), morphology, metabolism as well as cytoskeleton and tight junction structure. Based on microarray analysis, different genes were selected for brush border, structure proteins, cell cycle, metabolism and tight junction proteins, and the protein content in the cells was determined. The final aim of this study was to characterise these cell lines to provide a well-defined *in vitro* model comparable with intestinal physiology.

## Material and Methods

### Cell culture and transepithelial electrical resistance (TEER) measurement

Intestinal porcine epithelial cells (IPEC-1 ACC 701 and IPEC-J2 ACC 705; [10], Leibniz Institute DSMZ—German Collection of Microorganisms and Cell Cultures, Braunschweig, Germany) were regularly tested and found to be free of mycoplasma contamination (Venor GeM Mycoplasma Detection Kit; Minerva Biolabs, Berlin, Germany). In all experiments, cells were seeded with a density of 0.88*10^5^/cm^2^ on permeable support (ThinCerts; pore size: 1 μm; polyester; Greiner bio-one, Germany). DMEM/HAMs F12 supplemented with 5% foetal calf serum (FCS), 5 ml/500 mL cell culture medium, 16 mM 4-(2-hydroxyethyl)-1-piperazineethansulfonic acid (HEPES) (all PAN-Biotech, Aidenbach, Germany) and 5 ng/mL epidermal growth factor (EGF, Biochrome, Berlin, Germany) was used as culture medium. Cells grew at 39°C in an atmosphere of 5% CO_2_ and 95% relative humidity. The transepithelial electrical resistance (TEER) was measured on day 7, 8, 9 and 10 of culture using a Millicell-TERS-electrode (Millipore, Berlin, Germany). Prior to the measurement, the electrode was washed in 70% alcohol and ampuwa (Brand, Melsungen, Germany), then the electrode was washed in pre-warmed medium and the TEER was determined. The same order of alcohol, ampuwa and pre-warmed medium was used to clean the electrode between the measurements. For the analysis of p53 cells were treated with p53 activator (10 μM; Merck, Darmstadt, Germany) for 24 h.

### Anchorage independence growth

Soft agar assays (n = 3/cell line) consists of “Feeder agar” (0.5% agar) and “Soft agar” (0.33%; Sigma, Hamburg, Germany). Both–“Feeder agar” and “Soft agar”–depend on DMEM/HAMs F12 supplemented with 5% FCS, penicillin (100 units/mL) and streptomycin (100 μg/mL). “Feeder agar” and/or “Soft agar” were supplemented with 5 ng/mL EGF and 5 mL/500 mL ITS (both: PAN-Biotech, Aidenbach, Germany) to check for possible effects of the supplementation. The “Feeder agar” was poured into a 25 cm^2^-culture flask, allowed to solidify and built the basis for the “Soft agar”. On the “Feeder agar”, 1*10^5^ cells in 1.5 mL 0.33% “Soft agar” were seeded. Caco-2 cells (ATCC HTB37, a kind gift from Dr. Schierack, Institute of Microbiology and Animal Epidemic, Charitè, Berlin [3]) were used as positive control. The cultures were maintained at 39°C in 5% CO_2_ for up to 3 weeks.

### RNA isolation

TRIzol reagent (Invitrogen, Darmstadt, Germany) was added to samples of IPECs as described in the manufacturer’s protocol. On day 10, cells were scraped from the support and lysed. In the next step, chloroform was added to the cell suspension and RNA recovered from the aqueous phase by precipitation with isopropyl alcohol. The dried pellet was dissolved in diethylpyrocarbonate (DEPC) water (Roche, Basel, Switzerland). After DNaseI treatment the RNA was cleaned up with the RNeasy Kit (Qiagen, Venlo, The Netherlands). The quantity of RNA was determined using the NanoDrop ND-1000 spectrophotometer (Peqlab, Erlangen, Germany) and the integrity was checked by running 1 μg of RNA on a 1% agarose gel. The RNA samples were stored at -80°C until processing.

### Microarray and data analysis

The microarray was performed in three independent experiments. Briefly, Gene Chip Porcine Genome Array (Affymetrix, High Wycombe, UK) was used, loaded with 500 ng RNA and analysed by provided software (Affymetrix GCOS 1.3) using global scaling to a target signal of 500. The array analyses were performed as described in Diesing et al. (2012) [8]. The microarray data were analysed in 3 steps: (A) quality control of all arrays, (B) preprocessing of all arrays (background correction, normalization, summary measures for probe sets), and (C) identification of differently expressed genes.

Quality control, data preprocessing and statistical analysis were performed using the R statistical language (Bioconductor Packages, (http://www.bioconductor.org/), employing methods described before [11].

In the next step, Affymetrix IDs were mapped to the corresponding gene symbols based on the assignments available from the Ensembl database (http://www.ensembl.org). Mean values were calculated over all corresponding Affymetrix IDs. A t-test was used to assess statistical significance of differentially expressed genes (p < 0.05) between the cell lines. The resulting lists of up and down-regulated genes was used to identify functional pathways in both cell lines using the DAVID Bioinformatic resources [12]. Biological pathways were designated according to the Kyoto Encyclopedia of Genes and Genome (KEGG) database (http://www.genome.jp/kegg/). Our microarray data are deposited under the Gene Expression Omnibus (GEO) with the acc.no. GSE67407 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67407).

### Real Time Quantitative PCR

The qPCR was performed as described in Nossol et al. (2011) [13]. The Qubit RNA Assay Kit was used to measure RNA-content (life technologies, Darmstadt, Germany). The used primer pairs are shown in Table 1. The analysis consisted of at least 5 independent experiments. Each experimental sample was assayed using triplicates for each primer pair. The ΔΔCT-method was used for calculation of differences in the expression profiles. The relative difference of the expression between both cell lines, which was normalised to the reference genes, β-actin and 18S, resulted in the set phrase: ratio = 2^-ΔΔCT^. No marked differences were found between both reference genes. Samples were tested on”Normal Distribution” with a “Kolmogorov-Smirnov-Test”. In the case of “Normal Distribution” a “T-Test” was used to examine the differences between the genes. If no “Normal Distribution” was observed, a “Welch-Test” was done (SPSS 22).

**Table 1:** qPCR—used primer sequences.

name	function	sequence 5‘ → 3‘ primer left	sequence 5‘ → 3‘ primer right	efficiency [%]	temperature [°C]
GAPDH	glycerinaldehyde-3-phos-dehydrogenase	acccagaagactgtgga	ttgagctcagggatgacctt	101.8	59.5
actin	cytoskeleton	gatgagattggcatggcttt	caccttcaccgttccagttt	99.3	58.3
VIL-1	Villin-1	caccatgaccaaactgaacg	tcgaagaagctgccataggt	98.4	54
MUC4	mucin-4	gctgacaggaagaggccata	ccccttcaactctggtgtgt	100	54
TLR4	Toll-like-rezeptor 4	ctggagacgactcaagaagc	agtgaaggctgttgtatcatgc	97.4	60.6
OCLN	occludin (TJ)	tgacactctaggcaatcaggtc	gggcccaatttccttatctg	98.5	54
VIL-2	villin-2 (ezrin)	cagtcgacgaaatcctgtga	ggtgcaggtccaacaaggta	97.5	57.1
Espin	espin	agaagcggaaagaggaggag	acttagcgatgtcccccttc	97.2	61.6
HIF1a	hypoxia inducible factor	tgccagaacctcctgtaacc	atgtacgtggggaggagatg	94.8	54
p53	p53	cgaactggcatgaaaat	agaagggacaaaggacgaca	105.8	56.2
CLDN1	claudin-1	ccagtgaagagagcctgacc	tgatgaggtgcagaagatgc	98.5	60.6
CLDN3	claudin-3	gtccatgggcctggagat	gatctgcgctgtgataatgc	99.5	58.7
CLDN7	claudin-7	ctcactcccaggacaagagc	tttgtgcgttgatagcttgc	99.3	60.6
BAD	BCL-2-antagonist	cttgcaaaaagagccgtttc	ttaagggcggaaaaacttca	98.3	57.6
BCL-2	apoptose-regulator	atttagcctcttgcctgtgg	gcagtttgaggctgcttttt	96.9	54
BAX	apoptose-regulator	ggtcgcgcttttctactttg	cgatctcgaaggaagtccag	99.6	60.6
PDH	pyruvat-dehydrogenase	acccgatcatgcttctcaag	tagcaaactgtgcagcatcc	96.7	54
SDH	succinat-dehydrogenase	actggatgggctgtacgagt	gtcgatcatccagcgatagg	96.7	55.7
COX5B	Cytochrome c oxidase subunit 5B	ggagagggaggtcatgatgg	ccactatccgcttgttggtg	100.2	61.2
18S	Ribosomal RNA	gcaattattccccatgaacg	ggcctcactaaaccatccaa	103.9	56.5
RPL10a	Ribosomal protein	tgcctttttggcttcagaat	actttggccaccatgttctc	98.7	54.7
Cyc 1	Cytochrome C	ctaccatgtcccaggtagcc	aaagcaagcccatcatcatc	96.7	54.7

### Western blot

Western blot analyses (n = 3) were performed as described in Nossol et al. (2011) [13], and the Qubit Protein Assay Kit was used to measure the protein content (Life Technologies, Darmstadt, Germany). The samples were analysed with the Qubit 2.0 Fluorometer following the manufacturer’s instructions (Invitrogen, Darmstadt, Germany). Samples (40 μg) were loaded on sodium dodecyl sulfate (SDS) polyacrylamide gel in parallel with the pre-stained protein ladder (SM1811, 10–250 kD; Fermentas, Darmstadt, Germany) and subsequently transferred to PVDF membrane by semi-dry electroblotting. Different antibodies were used: rabbit anti-human ZO-1 (*Zonula occludens protein* 1, 1:500), mouse anti-human Occludin (1:2500; both: Invitrogen, Germany), rabbit anti-human claudin-3, mouse anti-human claudin-4 (both: 1:1000, Invitrogen, Darmstadt, Germany), mouse anti-human CK18 (Cytokeratin 18, 1:5000; Cy90; Sigma-Aldrich, Hamburg, Germany), mouse anti-human p53 (1:500, clone PAb 240, Kamiya Biomedical Company, Seattle, USA), mouse anti-human β-actin (1:40000, Cell signalling, Leiden, The Netherlands), rabbit anti-mouse BAD (BCL-2-associated agonist of cell death, 1:100; Abcam, Cambridge, UK), rabbit anti-human BAX (BCL-2-associated X protein, 1:100; Abnova, Taoyuan City, Taiwan), mouse anti-human BCL-X (apoptosis regulator, 1:200; Invitrogen, Darmstadt, Germany), mouse anti-human ezrin (1:5000, Abcam, Cambridge, UK); mouse anti-chicken villin (1:2500, Acris, Herford, Germany); goat anti-human RPL10a (ribosomal protein 10a, 1:1000, LS BioSeattle, USA) and rabbit anti-human COX5B (cytochrome C oxidase subunit 5B, 1:1000, WuXi App Tec, Shanghai, China). The secondary antibody was purchased with the BM Chemiluminescence Western Blotting Kit mouse/rabbit (Roche, Basel, Switzerland). Blots were analysed on an Alpha-Ease FC Imaging System (Alpha Innotech, Kasendorf, Germany).

### Immunofluorescence and confocal microscopy

IPEC monolayers were fixed and stained as described in Nossol et al. (2011) [13]. Briefly, for the analysis of the tight junctions and cytoskeleton different primary antibodies were used: rabbit anti-human ZO-1, rabbit anti-human claudin-3, mouse anti-human claudin-4 (all: 1:100, Invitrogen, Darmstadt, Germany), mouse anti-human β-catenin (1:100, Abcam, Cambridge, UK) and mouse anti-porcine CK18 (1:5000, Sigma-Aldrich, Hamburg, Germany). Phalloidin-PromoFluor-488 was used to stain actin in the monolayers (1:40; Promo Kine, Heidelberg, Germany). In every experiment a secondary antibody control was examined to check for unspecific binding. Images shown are representative of at least three experiments, with multiple areas imaged per slide. Confocal imaging was performed by using a commercial laserscanning microscope Leica TCS SP5 (Leica Microsystems, Wetzlar, Germany). Briefly, the system comprises an upright microscope (DM 6000 CFS with a Tandem Scanning System (SP5), Acousto-Optical Tunable Filters (AOTF) and an Acousto-Optical Beam Splitter (AOBS)) equipped with a Diode 405 nm laser, an Argon laser (wavelengths: 458, 476 488, 496, 514 nm), a DPSS 561 laser and HeNe 594 nm and 633 nm lasers. Confocal images were taken by scanning the focused laser beam with a galvo-mirror through a HCX PL APO CS 63 x NA 1.4 oil objective (Leica Microsystems, Wetzlar, Germany) at zoom factor 5 across the specimen. Unidirectional scans were recorded at scan speeds of 400 or 700 Hz with line averaging of 3. Confocal image stacks consisting of 33 to 75 focal planes with an axial step size of 0.21 μm (total depths between 7 and 15 μm) were digitized with 8 bit depth at 1024 x 1024 pixel resolution resulting in a x, y, z voxel size of 48.9 nm x 48.9 nm x 209.8 nm. Fluorescence signals of the different dyes were detected sequentially (between laser lines) by photomultiplier tubes (ch 2 and 3) or GaAsP hybrid detectors (ch1) within three spectral regions (501–542 nm for Alexa 488 (ch1), 569–611 nm for Texas_RED_ (ch 2) and 415–457 nm for DAPI (ch 3)). After scanning images were processed contrast and brightness levels of individual channels using either ImageJ (National Institutes of Health, USA) or Photoshop CS 5 (Adobe. System Inc., San Jose, USA),

### Transmission electron microscopy

Samples were treated and analysed as described in Nossol et al. (2011) [13]. The semi-thin sections stained with toluidine blue were used to measure the layer thickness. For semi-quantitative analysis 4 grids (1 grid is equivalent to 2 mm cell culture section) were analysed per time (day 10 and day 31 of cultivation) and cell line. 10 pictures/time/cell line were used to determine cell number/10 μm and projected to 8 mm general cell culture section. In the next step, 10 pictures/time/cell line were chosen to measure microvilli number/10 μm. The same pictures were taken to examine the microvilli length in both cell lines at the two different times.

### ATP-Assay

Cells were seeded on 12-well-ThinCerts for 10 days. On day 9, cells were treated with Carbonylcyanid-4-trifluormethoxyphenylhydrazon (FCCP,5 μM, Sigma-Aldrich, Hamburg, Germany) for 24 h. On day 10, media was removed and a boiling hot puffer (300 μl/well; 100 mM TRIS; 4 mM EDTA; pH = 7.75, Roth, Karlsruhe, Germany) was added to the cells. In the next step, cells were scraped off the membrane with a cell scraper. The cell suspension was transferred into a tube, incubated for 2 min at 100°C, centrifuged at 1000xg for 60 s. Supernatants were pipetted into a white 96-microplate (50 μl/well; triplicates; Greiner bioone; Frickenhausen, Germany). Samples kept on ice until measurement. An ATP-standard curve was prepared after manufacturer’s instructions (5 readings within 5 min; 25°C; ATP Bioluminescence Assay Kit CLS II; Roche, Basel, Switzerland).

### Oxygen measurement

The oxygen uptake was measured with a Microx TX3 (PreSens, Regensburg, Germany). Microx TX3 is a micro fiber optic oxygen meter with a microsensor based on a 140 μm optical fiber. The sensor was calibrated after manufacturer’s instructions (manual; 2-point-calibration). The oxygen content in the medium without cells and the oxygen content in the medium (apical from the cells was measured over 10 minutes in glass bottom dishes (Mat Tek, Ashland, USA) and ThinCerts). The oxygen uptake is given due to the difference between both values (sample value—blank value).

### Lactate and glucose measurement

Lactate and glucose content of both cell lines was analysed on day 10 of cultivation. Therefore, apical and basolateral supernatants were collected of both cell lines. Medium was changed 72 h before and medium without cells was used as blank. All samples were stored on ice and immediately measured with a Roche/Hitachi Cobas c system (Roche, Basel, Switzerland). The difference between blank and sample represents the glucose consumption respectively lactate production of the cell.

### Statistical analysis

Results of the ATP, Glucose and Lactate measurement, protein and RNA-content are expressed as means and standard deviation (S.D.) of at least 5 independent experiments. Asterisks indicate significant differences from IPEC-1 (*p≤0.05; **p≤0.01; ***p≤0.001). The analysis of the ATP-content of both cell lines was examined using an univariate analysis of variance (*p≤0.05; **p≤0.01; ***p≤0.001).

## Results

Both cell lines were cultured on membranes for 10 days. 

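IPEC-1 and IPEC-J2 are epithelial cell lines from the small intestine of newborn piglets that form polarised monolayers on membranes. For the microarray, RNA from 3 cultures of each cell line was hybridised to 6 Affymetrix Porcine Genome Arrays, with 1 culture per array and 500 ng of RNA each. The paper gives 10 days of culture and the sample labels give 7 days. The paper's 10 days are used here. The methods describe 3 independent experiments, and the p-values measure only the spread between these cultures. According to the submitters' processing notes, the deposited signals were made with GCOS 1.1.1 and PLIER, a method that combines the probes of a probe set into 1 signal. The methods name GCOS with global scaling, followed by background correction, normalization and summary of the probe sets. For the deposited signals, the log base and the normalization between arrays are not stated. The signals were taken as log2 because the lowest value of every array was exactly 4.00, the log2 of 16, and the highest lay between 14.19 and 14.34. This floor held 43.3, 44.5 and 42.1% of the probe sets on the arrays of IPEC-1 replicates 1, 2 and 3, and 48.3, 40.5 and 43.0% on those of IPEC-J2. The median signals were 6.36, 6.18 and 6.44 in IPEC-1 and 5.37, 6.53 and 6.40 in IPEC-J2. No detection calls were used here, and the number of arrays limits the precision.

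After 124 control probe sets were left out, 10069 of 23999 probe sets carried 1 gene symbol. As in the methods, signals of probe sets with the same symbol were averaged, which gave 6765 genes. Of these, 1252 stood at the floor on every array, and the other 5513 are called measured genes. IPEC-J2 was compared with IPEC-1 by limma with Benjamini-Hochberg adjustment over the 6765 genes, and genes under an adjusted p of 0.05 were called higher or lower. An exact permutation test of 3 arrays against 3 cannot give a p under 0.1. A fold is the antilog of the difference between the mean log2 signals of the cell lines. Where a cell line was at the floor on all its arrays, its level was set to 7.85 for IPEC-1 or 7.78 for IPEC-J2, and the fold is a lower bound. Each level is the 95th percentile of the signal on the remaining array, over probe sets at the floor on the other arrays of that cell line. A mean above the floor but below these levels was taken as measured, and its fold is smaller if that signal is background. For a fold against these levels, the mean of each probe set was raised to at least the level of the lower cell line. Labels of IPEC-1 replicate 1 and IPEC-J2 replicate 3 share culture note A, and those of IPEC-1 replicate 2 and IPEC-J2 replicate 1 share culture note B. Differences within each note are given beside the main results. The 75th percentile was 8.31 on IPEC-J2 replicate 1 and 8.51 on IPEC-1 replicate 2, so small decreases within note B are not separated from the dimmer array. In a blocked fit, IPEC-1 replicate 3 and IPEC-J2 replicate 2 were taken as the third pair because their spike-in controls ran together. This block leaves the log2 differences unchanged and has 2 residual degrees of freedom in place of 4. A call that ends with it therefore does not show that pairing removes the difference. The lower-bound rule and the third pair were chosen after the data had been seen.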

The analysis of the gene expression profile of IPEC-1 and IPEC-J2 aimed to generate a list of genes differentially expressed in both cell lines. 14 746 genes were analysed and 5 787 varied significantly. 

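Many of the largest log2 differences belonged to genes with a signal in one cell line and the floor in the other, so that only a lower bound of their fold is known. PNLIPRP2, a lipase related to that of the pancreas, had a log2 signal of 12.01 ± 0.58 (SD, n = 3) in IPEC-J2 and was at the floor on every IPEC-1 array, so that it was at least 17.9-fold higher in IPEC-J2 (adjusted p = 0.000455 from limma). CYBA, a subunit of the superoxide-forming NADPH oxidase, was at least 11.6-fold higher, PLIN2, a coat protein of lipid droplets, at least 8.22-fold and TSPO, a cholesterol-binding protein of the outer mitochondrial membrane, at least 4.94-fold. HTATIP2, CST6, CEACAM16, ADAM28 and ROPN1L were also at the floor on all IPEC-1 arrays, with lower bounds between 5.54-fold and 7.80-fold. NDN, a growth suppressor, and NREP were at the floor on all IPEC-J2 arrays and at least 15.6-fold and 14.5-fold lower there. CLCA1, a secreted protein of goblet cells, had a signal of 7.41 ± 0.74 (SD, n = 3) in IPEC-J2 and 13.32 ± 0.41 (SD, n = 3) in IPEC-1, a 60.1-fold lower level (adjusted p = 0.00305 from limma), or 46.5-fold against the level of 7.78. The protease inhibitor SLPI was 30.9-fold lower in IPEC-J2, or 14.5-fold against that level. SPP1, which encodes osteopontin, had a log2 difference of -6.63 with 1 IPEC-J2 array at the floor. PHYH, an enzyme of fatty acid alpha-oxidation, had a difference of -5.20 with 2 IPEC-J2 arrays at the floor. Against the level of 7.78, SPP1 was 12.4-fold and PHYH 4.03-fold lower. MFAP5, METRNL, RRAD and GULO were at the floor on all IPEC-J2 arrays, with lower bounds between 2.17-fold and 4.08-fold. Within culture notes A and B, the log2 difference was 8.10 and 7.39 for PNLIPRP2 and -5.78 and -6.39 for CLCA1.

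Of the 5513 measured genes, 640 were higher and 761 were lower in IPEC-J2, 273 and 242 of them by more than 2-fold when the floor is taken as the signal. In 155 of the genes called higher or lower, 1 cell line was at the floor on all its arrays. Only a lower bound of their fold is known, and the 2-fold counts were not restricted to bounds above 2-fold. All 3 values of one cell line lay above all 3 of the other in 2617 genes, or 47.5%, where chance gives 10%. With the third pair as a block, 364 genes were higher and 379 lower. The counts dropped to 355 and 417 without IPEC-J2 replicate 3, to 390 higher genes without IPEC-J2 replicate 2 and to 494 lower genes without IPEC-1 replicate 3. More genes were higher than lower with arrays centred on their 75th percentile (800 and 752) and without IPEC-J2 replicate 1 (613 and 559). The same held without the arrays of culture note B (428 and 397).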

We observed 2 631 genes up-regulated and 3 156 genes down-regulated in IPEC-J2 in comparison to IPEC-1. Up- and down-regulated KEGG (Kyoto encyclopedia of genes and genome) pathways in IPEC-J2 in comparison to IPEC-1 are shown in Table 2. 

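Genes of RNA splicing were among those lower in IPEC-J2, with 22 of 80 measured spliceosome genes lower and 3 higher (35 and 5 when adjusted over the list alone). LSM3, part of the ring that binds U6 RNA, had a signal of 9.76 ± 0.14 (SD, n = 3) in IPEC-J2 and 10.66 ± 0.08 (SD, n = 3) in IPEC-1 and was 1.87-fold lower (adjusted p = 0.00613 from limma). SF3B6 and PRPF18, which act at the branch point and in the second splicing step, were each 1.68-fold lower, and DDX39B, a helicase of splicing and mRNA export, was 1.83-fold lower. The chaperone HSPA8, the splicing GTPase EFTUD2 and the helicase DDX46 were 1.48-fold, 1.27-fold and 1.26-fold higher. With the third pair as a block, DDX39B (0.136), EFTUD2 (0.0751) and DDX46 (0.171) no longer passed. Against the levels for lower bounds, DDX39B was 1.54-fold lower and DDX46 1.01-fold higher. The list was over-represented among the lower genes (one-sided Fisher exact test, adjusted p = 0.0199). By another gene set test, camera with an estimated correlation, the adjusted p was 0.98. The median log2 difference of the list was -0.30 over all arrays, -0.32 within culture note A and -0.42 within culture note B. Other settings gave an adjusted p between 7.68e-06 and 1 for this list. The call ended with the third pair as a block (0.762), with genes at the floor on every array left out (0.333), with arrays centred on their 75th percentile (0.325) and without any 1 array except IPEC-J2 replicate 2 (0.116 to 0.927).

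Of 54 measured genes of Wnt signaling, 3 were higher and 11 lower (4 and 11 when adjusted over the list alone; adjusted p = 0.491 for the lower genes). TCF7L1, a repressor of Wnt target genes, was 3.96-fold lower, PRKACB, a catalytic subunit of protein kinase A, 2.98-fold lower and the transcription factor JUN 2.36-fold lower, while the protease MMP7 was 6.03-fold higher. CTNNB1, which encodes beta-catenin, averaged 10.40 ± 0.05 (SD, n = 3) in IPEC-J2 and 11.27 ± 0.13 (SD, n = 3) in IPEC-1 and was 1.82-fold lower (adjusted p = 0.00451 from limma, 0.0511 with the third pair as a block). Its 5 probe sets ran both ways, with log2 differences of -2.29, -2.24, -0.39, 0.27 and 0.32, the last from the brightest probe set (adjusted p = 0.0300 from limma among all probe sets). Ubiquitin mediated proteolysis had 6 higher and 6 lower genes among 62 (6 and 6 when adjusted over the list alone; adjusted p = 1), with the conjugating enzyme UBE2H 1.93-fold higher and UBE2E3 1.65-fold lower. PRKACB (0.0580), JUN (0.0537), MMP7 (0.0901) and UBE2H (0.0538) no longer passed with the third pair as a block. Both means of PRKACB, from 1 probe set, lie below the levels for lower bounds.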

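Several lysosomal enzymes that break down glycosaminoglycans and glycolipids were higher in IPEC-J2. Of 12 measured genes of glycosaminoglycan degradation, 5 were higher (5 when adjusted over the list alone). GLB1, a beta-galactosidase, had a signal of 11.64 ± 0.07 (SD, n = 3) in IPEC-J2 and 10.46 ± 0.07 (SD, n = 3) in IPEC-1, 2.26-fold higher (adjusted p = 0.000672 from limma). HEXA, a subunit of beta-hexosaminidase, was 2.97-fold higher (adjusted p = 0.00518, 0.0587 with the third pair as a block) and GUSB, a beta-glucuronidase, 1.23-fold higher. The hyaluronidase HYAL1 reached 6.63 ± 0.49 (SD, n = 3) in IPEC-J2 and was at the floor on all IPEC-1 arrays. Of 67 lysosome genes, 12 were higher, among them the sulfatase ARSA by 2.97-fold, and 7 were lower (12 and 7 when adjusted over the list alone). The protease CTSZ was at the floor on all IPEC-J2 arrays, the protease CTSS was 2.50-fold lower and the mannose 6-phosphate transferase GNPTAB 2.39-fold lower. Of 32 genes of N-glycan biosynthesis, 7 were higher and 3 lower (11 and 5 when adjusted over the list alone). The N-acetylglucosaminyltransferase MGAT4B was 2.74-fold higher and the oligosaccharyltransferase subunits TUSC3 and OSTC were 2.30-fold higher and 1.60-fold lower. In glycosphingolipid biosynthesis, 4 of 14 genes were higher and 1 was lower (5 and 1 when adjusted over the list alone), with GLA 1.58-fold higher and B4GALT4 1.55-fold lower. With the third pair as a block, GUSB (0.0710), GLA (0.166) and B4GALT4 (0.0581) no longer passed. CTSS was 1.03-fold lower against the level of 7.78.

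Among genes of cell adhesion, the integrin subunit ITGB3 had a signal of 11.17 ± 0.19 (SD, n = 3) in IPEC-J2 and 8.60 ± 0.24 (SD, n = 3) in IPEC-1, 5.94-fold higher (adjusted p = 0.00182 from limma), and its partner ITGAV was 3.07-fold higher. Focal adhesion had 9 higher and 12 lower genes among 70 (10 and 13 when adjusted over the list alone), the latter with the matrix protein THBS3 by 7.72-fold, the receptor IGF1R by 3.78-fold and the caveolin CAV2 by 3.07-fold, while the caveolin CAV1 was higher (7.08 ± 0.58, SD, n = 3, in IPEC-J2 and the floor on all IPEC-1 arrays, adjusted p = 0.00648, without a lower bound above 1). ECM-receptor interaction had 4 higher and 4 lower genes among 26 (4 and 4 when adjusted over the list alone), with the syndecans SDC1 and SDC4 1.65-fold and 1.41-fold higher and the laminin LAMB2 2.50-fold lower. Endocytosis had 10 higher and 4 lower genes among 78 (9 and 4 when adjusted over the list alone), with CAV1, DNM3 (log2 difference 2.47 with 2 IPEC-1 arrays at the floor) and the membrane-bending protein BIN1 (2.97-fold) higher and EHD4 1.34-fold lower. The third pair as a block ended the calls of DNM3 (0.101), THBS3 (0.0581), IGF1R (0.0680), CAV2 (0.0651), SDC1 (0.0592), SDC4 (0.120), LAMB2 (0.0616), BIN1 (0.0537) and EHD4 (0.0733). Against the levels for lower bounds, THBS3 was 2.78-fold lower, BIN1 2.47-fold and SDC1 1.28-fold higher, and no probe set of IGF1R or DNM3 reached these levels. By the Fisher exact test, the adjusted p for higher genes was 0.0971 for glycosaminoglycan degradation, 0.411 for lysosome, 0.370 for both N-glycan and glycosphingolipid biosynthesis, 0.977 for ECM-receptor interaction and 1 for focal adhesion and endocytosis. Of the 17 lists that carry the pathway names of Table 2, 2 passed after adjustment, spliceosome and ribosome, and 6 passed at an unadjusted p under 0.05. With genes at the floor on every array left out of the fit, 0 of the 17 lists passed after adjustment. The gene set test camera called 1 of these lists, and 0 with an estimated correlation. In 4 of them the genes shifted one way on average by fry, which does not compare a list with other genes. Single called genes still went both ways, such as 5 higher and 19 lower in the ribosome list. The study chose these pathways on the same arrays, so the counts are not independent evidence of their direction. The paper entered its up- and down-regulated genes into DAVID with KEGG, states the direction of each pathway in Table 2, and from these pathways chose the genes and functions that it examined by qPCR, Western blot, microscopy and measurements of metabolism.

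**Figure D1:**
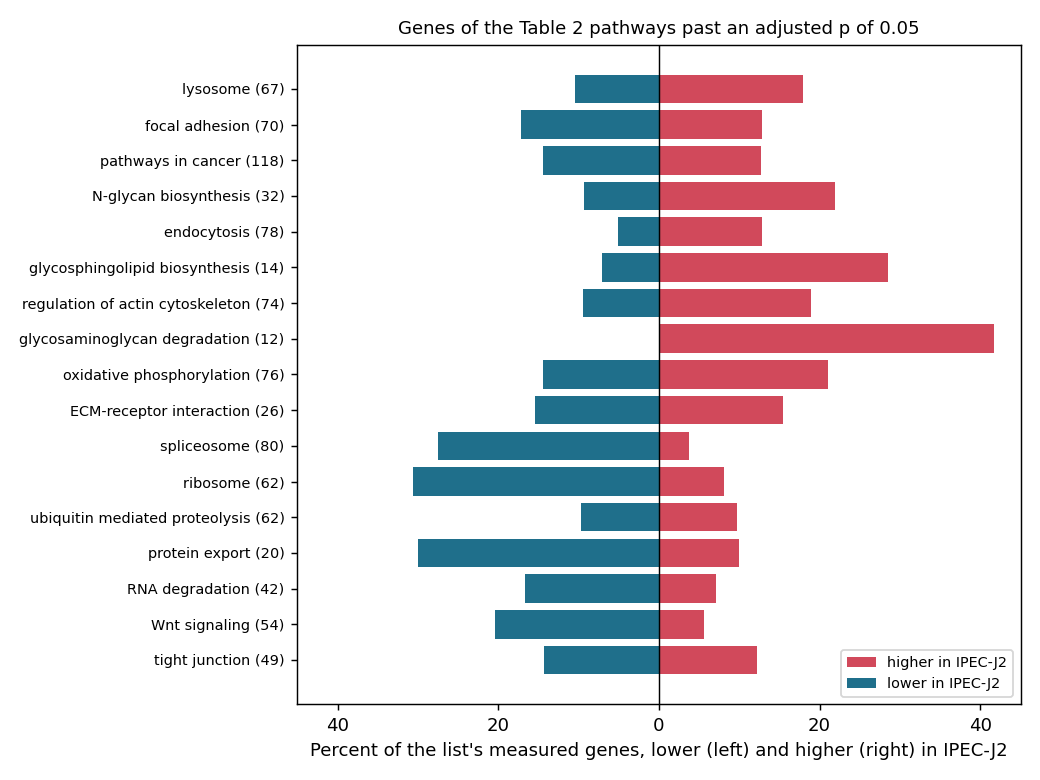
Percent of the measured genes of each pathway list of Table 2 that were lower (left, blue) or higher (right, red) in IPEC-J2 than in IPEC-1 at an adjusted p under 0.05 from limma, with the number of measured genes in brackets. Glycosaminoglycan degradation has 5 of 12 genes higher, spliceosome 22 of 80 lower and ribosome 19 of 62 lower.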

Different pathways were analysed in the next step.

**Table 2:** Different regulated pathways. Different pathways are shown which are significantly up (+) or down (-) regulated in IPEC-J2 in comparison to IPEC-1.

	**significant up-regulated pathways**	**in IPEC-J2**
1	lysosome	+
2	focal adhesion	+
3	pathways in cancer	+
4	N-Glycan biosynthesis	+
5	endocytosis	+
6	glycosphingolipid	+
7	regulation of actin-cytoskeleton	+
8	glycosaminoglycan degradation	+
9	oxidative phosphorylation	+
10	ECM-receptor interaction	+
	**significant down-regulated pathways**	**in IPEC-J2**
1	spliceosome	-
2	Ribosome	-
3	ubiquitin mediated proteolysis	-
4	protein export	-
5	RNA degradation	-
6	Wnt signaling pathway	-
7	tight junctions	-

IPEC-1 and IPEC-J2 are known to be non-transformed cell lines derived from normal intestinal cells. Typically, non-transformed epithelial cells do not grow in soft agar without solid cultivation surface. The anchorage independent growth was here used as a functional marker of tumorgenicity and compared with Caco-2 cells as a positive control. Caco-2 cells produced colonies within the agar independent of the additives of “feeder- and soft-agar”. In comparison to Caco-2, IPEC-1 and IPEC-J2 are non-infiltrating cells (Fig 1). After 3 weeks, only single cells and no colonies were detected. The supplementation of EGF and ITS (important growth factors for all three cell lines) to “feeder- and soft-agar” had no effects on the growth of IPECs.

**Fig 1:**
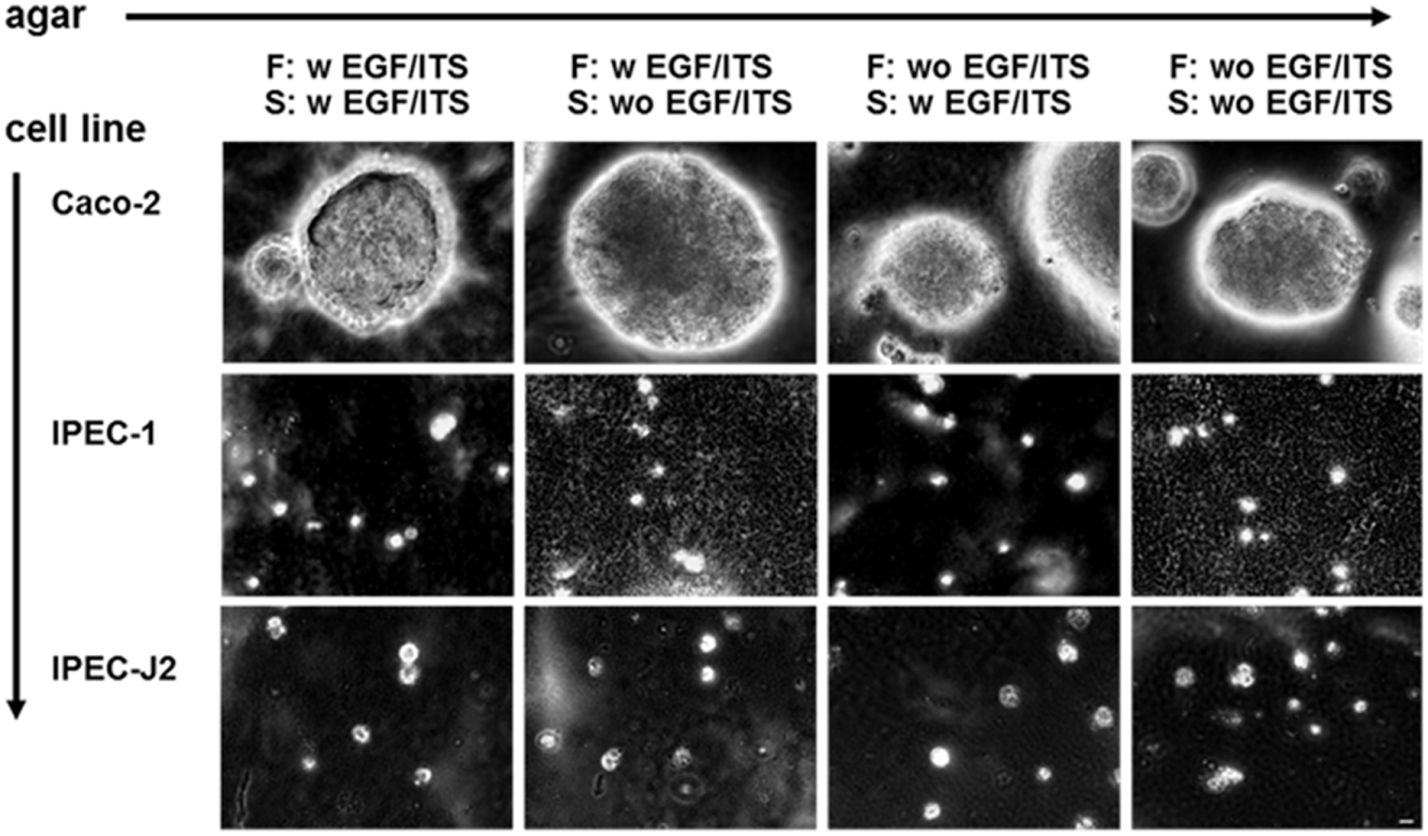
Anchorage independent growth. Both cell lines were seeded in “Soft agar” (S, 0.33%) on “Feeder agar” (F, 0.5%) with (w) or without (wo) the application of EGF and ITS. Caco-2 cells were used as positive control. No anchorage independent growth was detected in IPEC-1 and IPEC-J2. On the other hand, Caco-2 showed an anchorage independent growth which did not depend on the additives EGF and ITS (bar = 20 μm). The results represent at least three independent experiments (n = 3).

IPEC-1 and IPEC-J2 form a continuous monolayer characterised by polarised growth, transepithelial resistance (TEER) and the expression of actin, villin-1 and villin-2 (= ezrin) (Fig 2). The polarised structure was confirmed by immunofluorescence-based detection of ZO-1 and β-catenin (Fig 2A). Three-dimensional reconstruction of optical sections of confocal microscopy showed an apical localisation of ZO-1 (green) and a lateral localisation of β-catenin (red). Both cell lines showed increasing TEER-values with increasing duration of cultivation. On day 10, IPEC-1 and IPEC-J2 exhibited a TEER about 7 kOhm*cm^2^ (IPEC-1: 7.0±1.2 kOhm*cm^2^; IPEC-J2: 7.8±1.0 kOhm*cm^2^).

**Fig 2:**
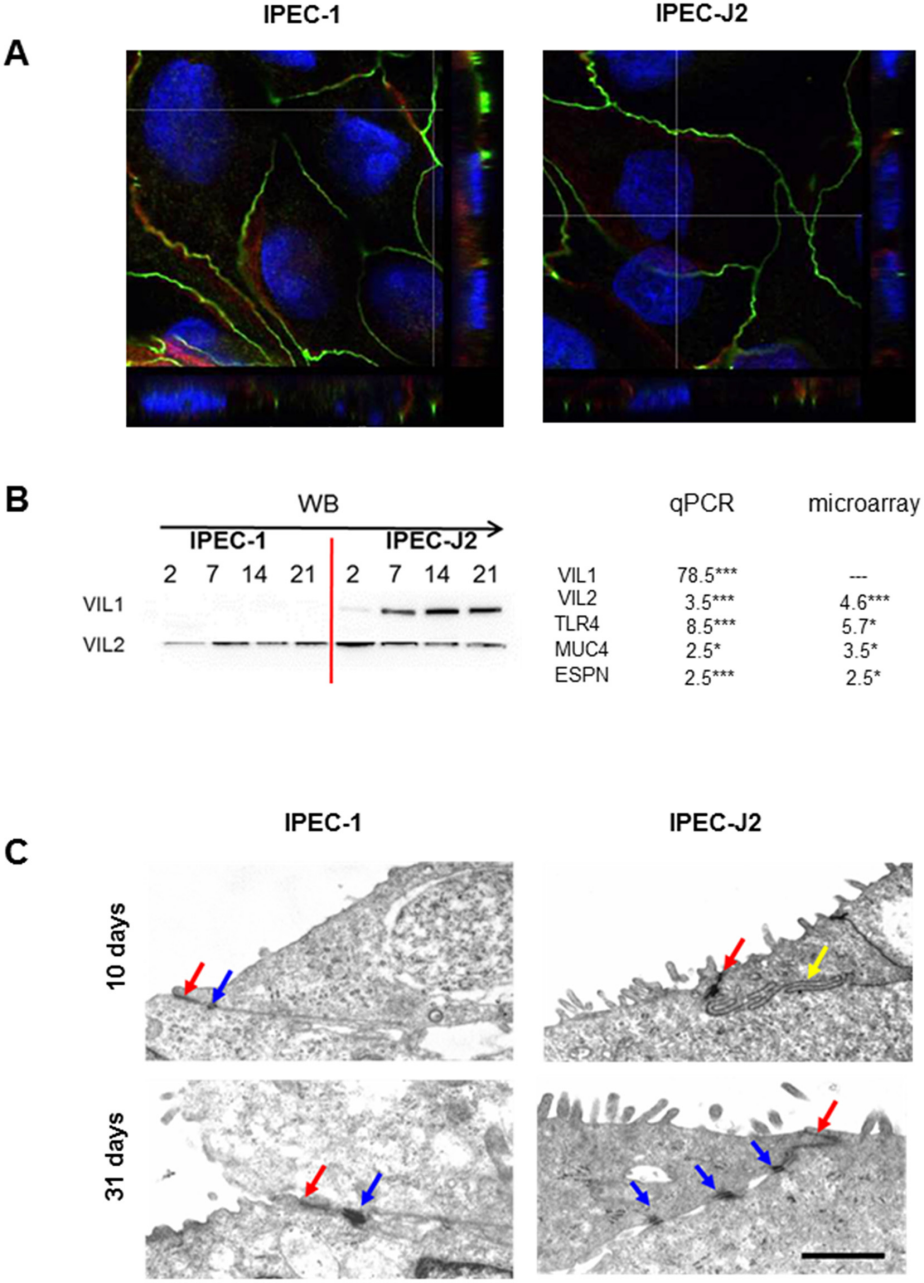
Polarisation of IPEC-1 and IPEC-J2, confocal microscopy and transmission electron microscopy. (A) Ten days old IPEC-1 and IPEC-J2 cells were fixed and stained for ZO-1 (*Zonula occludens*, green) and beta-catenin (*Zonula adherens*, red). Both cells lines showed a polarised structure with ZO-1 immunoreactivity at the apical pole and the underlying beta-catenin expression. (B) Important genes of a polarised brush border were analysed using microarray and qPCR. Here, significant differences were found between the cell lines. VIL1 (villin-1), VIL2 (villin-2 = ezrin), TLR4 (toll like receptor 4), MUC4 (mucin 4) and ESPN (espin) were significant up-regulated in IPEC-J2 in comparison to IPEC-1 in microarray as well as in qPCR. Villin1 and villin2 (= ezrin) were followed up by Western blot analyses. No villin-1 was detected in IPEC-1 but a strong expression in IPEC-J2 over time. Villin-2 was expressed in both cell lines. (C) Cells were cultured for 10 or 31 days and analysed using transmission electronmicroscopy. Both cell lines showed well-developed tight junctions at day 10 and 31 (red arrows). Desmosomes (blue arrows) and interdigitation (yellow arrow) were also observed. No differences were detected concerning microvilli length between both cell lines and at both time points. In contrast, the number of microvilli differed between the cell lines (IPEC-J2>IPEC-1).

In the next step, other genes of cytoskeleton proteins that are in close contact to actin and important markers of the brush border were analysed. VIL1 (Villin 1), VIL2 (Villin 2 = Ezrin), TLR4 (Toll like receptor 4), ESPN (Espin; all: p≤0.001) and MUC4 (Mucin 4; p≤0.05; Table 3) were significantly up-regulated in IPEC-J2. 

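EZR, which encodes ezrin and links actin filaments to the apical membrane, had a log2 signal of 13.26 ± 0.15 (SD, n = 3) in IPEC-J2 and 11.82 ± 0.03 (SD, n = 3) in IPEC-1. It was 2.71-fold higher in IPEC-J2 (log2 difference 1.44, SE 0.0822, adjusted p = 0.00130 from limma), by 1.43 within culture note A and 1.28 within note B. Of 18 measured genes of the brush border and microvilli, 7 were higher and 1 was lower in IPEC-J2 (9 and 1 when adjusted over the list alone). The higher genes included moesin (MSN), a relative of ezrin, which rose from 6.35 ± 0.15 (SD, n = 3) in IPEC-1 to 8.78 ± 0.31 (SD, n = 3) in IPEC-J2, a 5.39-fold difference (adjusted p = 0.00313 from limma), or 2.10-fold against the level of 7.85. CALML4, a protein of the adhesion complex between microvilli, was 5.22-fold higher, or 3.66-fold against that level (adjusted p = 0.0173, 0.0678 with the third pair as a block, up to 0.0731 with 1 array left out). Together with villin-1 (VIL1), the motor protein MYO6, the scaffold SLC9A3R1 and the actin-binding protein BAIAP2L1 complete the higher genes, with log2 differences of 0.89, 1.16 and 0.86 for the last 3, which were singled out after their values were seen. PDZK1, another scaffold, was 1.24-fold lower at signals of 4.68 and 4.98, close to the floor. SLC9A3R1 (0.0690), BAIAP2L1 (0.0676) and PDZK1 (0.0653) no longer passed with the third pair as a block.

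The cell surface mucin MUC4 averaged 12.06 ± 0.33 (SD, n = 3) in IPEC-J2 and 10.23 ± 1.06 (SD, n = 3) in IPEC-1, a log2 difference of 1.83 that did not pass the test (adjusted p = 0.117 from limma, between 0.0187 and 0.336 under other settings). It passed without IPEC-1 replicate 3 (0.0267), with genes above the floor on all arrays (0.0187) and by the methods' t-test without adjustment (0.0459). The differences within notes A and B were 2.04 and 2.43. TLR4, the receptor for bacterial lipopolysaccharide, averaged 4.74 ± 0.48 (SD, n = 3) and 4.09 ± 0.15 (SD, n = 3) over 5 probe sets, 2 of them at the floor on every array (log2 difference 0.66, adjusted p = 0.194 from limma). It passed with quantile normalization (0.0208, in a range up to 0.388 over other settings). Its most different probe set gave 6.69 ± 0.68 (SD, n = 3) in IPEC-J2 and 4.44 ± 0.77 (SD, n = 3) in IPEC-1, where 2 arrays were at the floor (log2 difference 2.25, adjusted p = 0.0888 among all probe sets), and no probe set of TLR4 reached the levels for lower bounds.

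The brush border list was over-represented among the higher genes (one-sided Fisher exact test, adjusted p = 0.0498). By camera with an estimated correlation, the adjusted p was 0.98. The median log2 difference of the list was 0.61 over all arrays, 0.48 within culture note A and 0.66 within note B. Under other settings the adjusted p lay between 0.00243 and 1, with 0.762 for the third pair as a block, 0.110 for genes above the floor on all arrays, 0.0968 after centring on the 75th percentile and 0.211 to 1 with any 1 array left out.

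**Figure D2:**
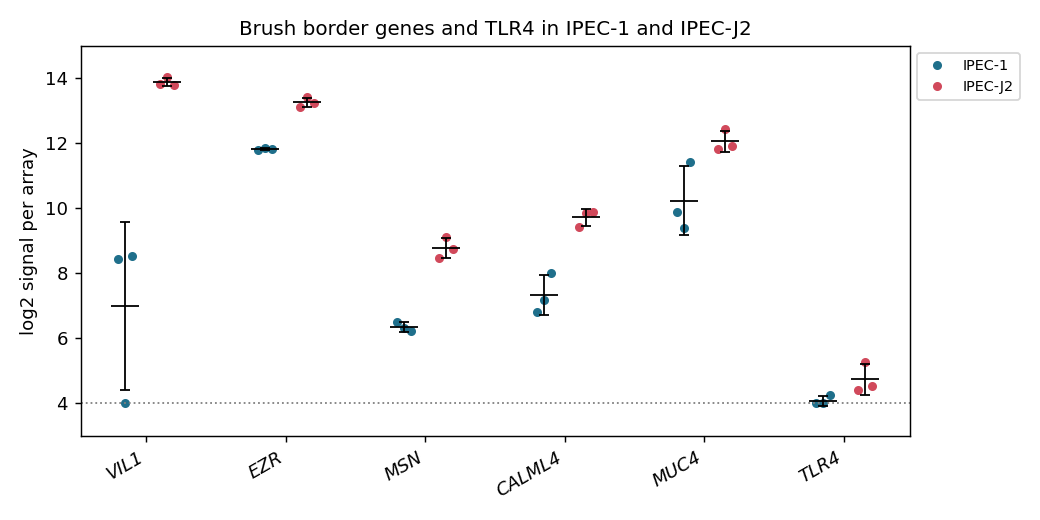
Log2 signal per array of 4 brush border genes, MUC4 and TLR4 in IPEC-1 (blue) and IPEC-J2 (red), with the mean and SD of 3 arrays as bars and the floor as a dotted line. EZR lies at 13.26 in IPEC-J2 and 11.82 in IPEC-1, and 1 IPEC-1 array of VIL1 lies at the floor of 4.00.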

The qPCR and microarray showed same results with the exception of VIL1. This gene was unfortunately not included in the gene chip array, but a 78.5 fold increase was detected by the qPCR. Furthermore, morphology of the brush border was analysed by TEM after 10 and 31 days of cultivation (Fig 2C). 

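In the probe set annotation used here, 1 probe set carries the symbol VIL1, the actin-bundling villin-1 of microvilli. Its log2 signal was 13.83, 14.04 and 13.81 on the arrays of IPEC-J2 replicates 1, 2 and 3, and 8.45, 4.00 and 8.53 on those of IPEC-1, where 4.00 is the floor. The mean difference was 6.90 on the log2 scale (SE 1.43, adjusted p = 0.0367 from limma), with 5.36 within culture note A and 9.83 within note B. The adjusted p rose to 0.101 with the third pair as a block and to between 0.0693 and 0.120 without any 1 array other than IPEC-1 replicate 2, the array at the floor, whose omission left the difference past the threshold.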

On day 10, 600 cells per 8 mm length of the basal growth area were detected in both cell lines. On day 31, 660 cells/8 mm were counted for IPEC-1 and 640 cells/8 mm for IPEC-J2. On day 10 of cultivation no differences of the microvilli length of IPEC-1 and IPEC-J2 was observed (IPEC-1: 0.31 μm; IPEC-J2: 0.29 μm) (Fig 2C). The same results were detected after 31 days of cultivation (IPEC-1: 0.27 μm; IPEC-J2: 0.28 μm). However IPEC-J2 showed more microvilli (mv) than IPEC-1 on day 10 and day 31 (day 10: IPEC-1 = 16.1 mv/10 μm; IPEC-J2 = 30.8 mv/10 μm; day 31: IPEC-1 = 15.3 mv/10 μm; IPEC-J2 = 29.9 mv/10 μm).

**Table 3:** Comparison of microarray data and qPCR. Important genes of the significantly regulated pathways shown in Table 2 were analysed via qPCR. The microarry data are shown and two reference genes were used to illustrate significant differences between both cell lines. Asterisks indicate significant differences from IPEC-1.

	Microarray analyses	reference gene 18S	reference gene beta-actin
	IPEC-J2 (IPEC-1 ≙ 1)	IPEC-J2 (IPEC-1 ≙ 1)	IPEC-J2 (IPEC-1 ≙ 1)
PDH	0.7 ***	0.67**	0.6***
SDH	1.4***	1.45***	1.01
claudin 3	1.4	17.71***	14.66***
Villin2	4.6***	4.11***	3.41***
Villin1	---	82.90***	70.52***
Cyc1	0.8*	0.71**	0.62***
TLR4	5.7*	7.46***	6.76***
Muc4	3.5*	2.27**	1.85*
p53	27.04 **	357.94***	278.4***
BAD	1.79***	1.97***	1.59***
BAX	2.23**	1.58***	1.27
BCL-X	---	1.13	0.94
RPL10A	0.9*	0.79*	0.7***
Claudin-1	0.7*	0.73**	0.62**
Claudin-7	2.1**	2.17***	1.93***
HIF1a	1.2*	1.29*	1.01
COX5B	1.23*	1.08	0.86
Occludin	0.6***	0.50***	0.39***
ESPN	2.5*	3.14***	2.46***
18S	---	---	0.89
beta-actin	---	1.12	---

*p≤0.05;

**p≤0.01;

***p≤0.001

The microarray provided many data concerning cellular pathways, as shown in Table 2. 

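Genes of pathways in cancer ran both ways, with 15 of 118 measured genes higher and 17 lower in IPEC-J2 (17 and 17 when adjusted over the list alone). PTGS2, the inducible enzyme of prostaglandin synthesis, reached 9.25 ± 0.44 (SD, n = 3) in IPEC-J2 and was at the floor on all IPEC-1 arrays, at least 2.64-fold higher (adjusted p = 0.000676 from limma). TGFA, a ligand of the EGF receptor, was at least 1.49-fold higher. The growth factors TGFB2 and BMP4 were lower, TGFB2 by at least 1.01-fold with all IPEC-J2 arrays at the floor and BMP4 by 4.50-fold (adjusted p = 0.0131, 0.0648 with the third pair as a block). FZD2, a Wnt receptor, had 7.35 ± 0.30 (SD, n = 3) in IPEC-1 and the floor in IPEC-J2, and RUNX1T1 had a log2 difference of -2.84 with 2 IPEC-J2 arrays at the floor (0.135 with the third pair as a block). Both means of RUNX1T1 lie below the levels for lower bounds. The list was not over-represented among higher or lower genes (adjusted p = 1 for the higher genes by the Fisher exact test).

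Of 20 measured genes of protein export, 2 were higher and 6 lower in IPEC-J2 (4 and 9 when adjusted over the list alone). IMMP2L, a peptidase of the inner mitochondrial membrane, was 2.11-fold lower (7.87 ± 0.16 against 8.95 ± 0.08, SD, n = 3, adjusted p = 0.00460 from limma) and OXA1L, an insertase of the same membrane, 1.92-fold lower (adjusted p = 0.00174). SRPRB, a subunit of the receptor for the signal recognition particle, and SEC61B of the translocation channel were 1.74-fold and 1.24-fold lower, and the signal peptidase subunit SPCS3 was 1.57-fold higher. SRPRB (0.0553) and SPCS3 (0.0531) no longer passed with the third pair as a block. The adjusted p of the list was 0.305 for the lower genes, between 0.0495 and 1 under other settings. It passed with the culture note as a random block (0.0495), and after centring on the 75th percentile 3 genes were higher and 3 lower. Both pathways were chosen by the study on these arrays, so the counts are not independent evidence.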

In the IPEC-1 and IPEC-J2 cells the pathways in cancer, protein transport and RNA-degradation were of special interest as these pathways reflect on the physiological cell function necessary for a situation comparable to the *in vivo*-intestinal function. Fig 3 data for p53, BAD, BCL-X, BAX and RNA content in comparison to protein content are given.

**Fig 3:**
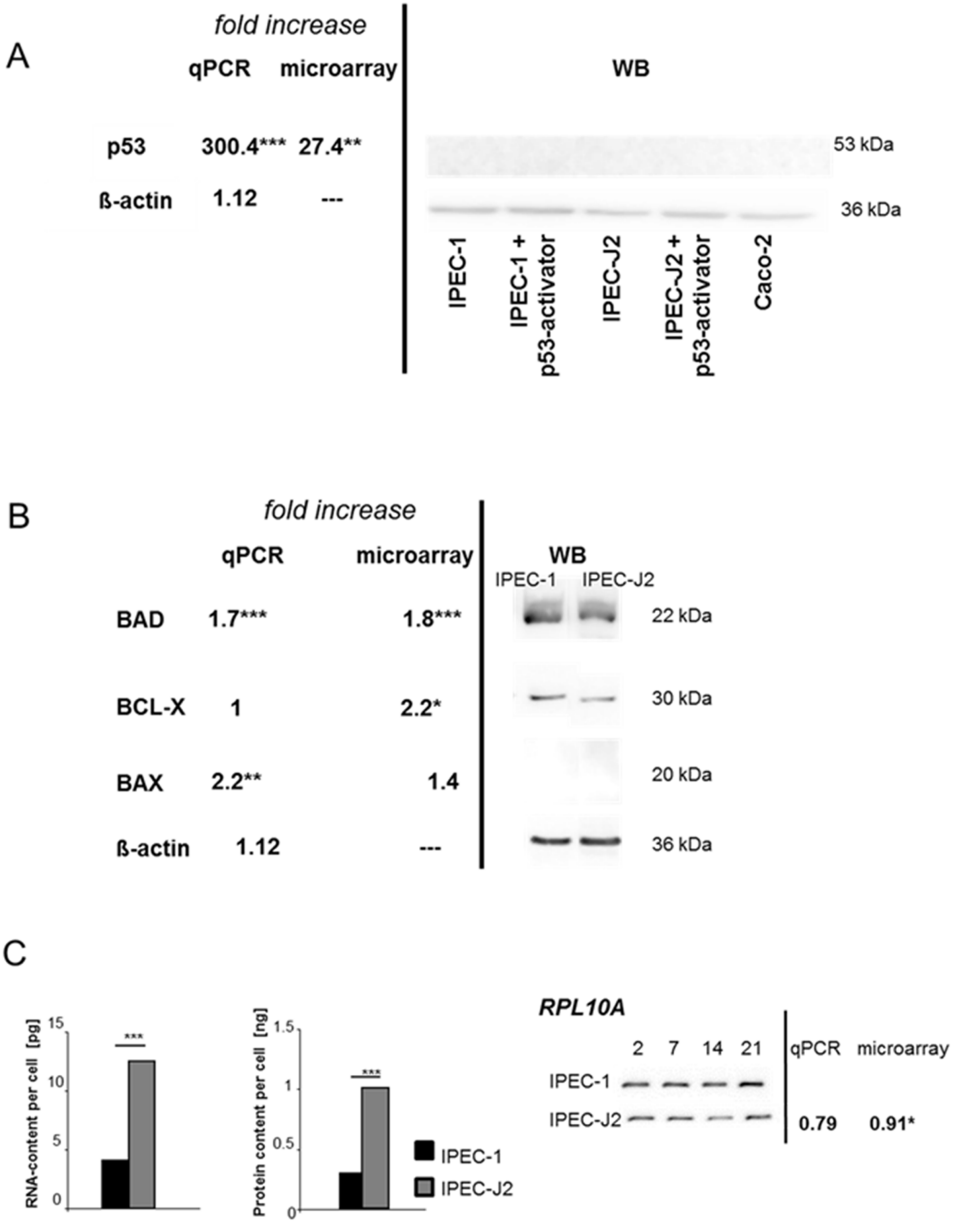
Analysis of cell cycle specific genes on mRNA and protein level. The expression of p53 was analysed by microarray, qPCR and Western blot. (A) IPEC-J2 showed a 27.4 fold increase of the p53-mRNA level in comparison to IPEC-1. This was confirmed by qPCR and a 300-fold increase was detected in IPEC-J2. On the other hand, no protein expression was observed in IPEC-1/IPEC-J2 and Caco-2 as well as in the cells, which were treated with the p53-activator. In the next step, the expression of BAX, BAD and BCL-X was analysed using microarray, qPCR and Western blot. (B) BAD showed a 1.8 fold increase in IPEC-J2 in the microarray. Same results were found in qPCR, but no differences in the protein expression were found between the cell lines. A significant BCL-X up-regulation was detected in the microarray in IPEC-J2 but no differences were present between IPEC-1 and IPEC-J2 in the Western blot analyses. No BAX-protein was observed in both cell lines. When the total RNA and protein content was examined, significant differences were found between the cell lines. IPEC-J2 showed a higher RNA- and protein content in comparison to IPEC-1. RPL10A as important gene of the 60S ribosomal subunit was significantly decreased in the microarray but not in qPCR in IPEC-J2 in comparison to IPEC-1. Western blot analyses showed a slightly decrease of the protein in IPEC-J2 over time. (C) The RNA and protein content per cell was measured in both cell lines. IPEC-J2 showed a significant higher level in RNA and proteins. On the other hand, a slight decrease on protein level of RPL10A was found in IPEC-J2 in comparison to IPEC-1 in Western blot analyses.

A significant increase of p53 was detected in IPEC-J2 (p≤0.001) in qPCR analyses in comparison to IPEC-1. Here, we found a 27-fold increase in the microarray analyses and a 300-fold increase in the qPCR (Fig 3A; Table 3). In the next step, p53-protein was examined by Western blot analyses, but no protein was detected in both cell lines. P53-activator was used to introduce p53-protein in the cells but no expression was observed (Fig 3A). On the other hand, the BAD-protein was detected in both cell lines. 

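BAX and BAD, 2 death-promoting members of the BCL2 family, were higher in IPEC-J2 than in IPEC-1. BAX had a log2 signal of 9.40 ± 0.19 (SD, n = 3) in IPEC-J2 and 8.30 ± 0.22 (SD, n = 3) in IPEC-1, 2.13-fold higher (log2 difference 1.09, SE 0.161, adjusted p = 0.0156 from limma), and by 1.02 and 0.98 within culture notes A and B. BAD had 8.82 ± 0.14 (SD, n = 3) and 8.02 ± 0.12 (SD, n = 3), 1.74-fold higher (log2 difference 0.80, SE 0.104, adjusted p = 0.0111 from limma), with 0.77 and 0.73 within the notes. BCL2L1, which encodes the survival protein BCL-X, had 7.46 ± 0.37 (SD, n = 3) and 6.80 ± 0.17 (SD, n = 3), a log2 difference of 0.66 that did not pass the test (adjusted p = 0.123 from limma). Its 2 probe sets differed by 0.33 and 0.99. Of 15 measured genes of the BCL2 family and apoptosis, 5 were higher and 2 lower (5 and 3 when adjusted over the list alone; adjusted p = 0.208 by the Fisher exact test for the higher genes). FADD, the adaptor of death receptors, was 4.57-fold higher (adjusted p = 0.00194), its caspase CASP8 2.08-fold (adjusted p = 0.0214, 0.0507 with the third pair as a block) and BID, which caspase-8 cleaves, 1.85-fold (adjusted p = 0.00844, 0.0761 with the third pair as a block), while BNIP1 was 1.74-fold lower (0.159 with the third pair as a block). Against the levels for lower bounds, FADD was 1.25-fold and CASP8 1.64-fold higher and BNIP1 1.21-fold lower. For BAX, the adjusted p rose to 0.0539 without IPEC-1 replicate 1, 0.0583 without IPEC-1 replicate 3 and 0.0599 without IPEC-J2 replicate 2. BCL2L1 passed with quantile normalization (0.0153), centring on the 75th percentile (0.0291), genes above the floor on all arrays (0.0300) and the methods' t-test without adjustment (0.0486), in a range up to 0.287.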

Other genes of the cell cycle like BCL-2 and BAX showed a significantly 2.2-fold increase in the microarray but not in qPCR (Fig 3B). This was also confirmed by Western blot analyses. We detected the BCL-protein in both cell lines but no BAX-expression was observed (Fig 3B).

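Genes of the deadenylation and decapping of mRNA differed in both directions. CNOT8, a deadenylase of the CCR4-NOT complex, had a log2 signal of 7.93 ± 0.16 (SD, n = 3) in IPEC-J2 and 8.89 ± 0.09 (SD, n = 3) in IPEC-1, 1.94-fold lower (adjusted p = 0.00674 from limma, 0.0599 with the third pair as a block). The poly(A)-binding protein PABPC4 was 1.73-fold lower and the decapping factor DCP1A 1.42-fold lower (0.0830 with the third pair as a block). TOB1, which recruits the CCR4-NOT complex, was 2.38-fold higher (adjusted p = 0.0258, 0.101 with the third pair as a block), its antiproliferative relative BTG2 was 5.46-fold higher (adjusted p = 0.0100) and CNOT2, a structural subunit of the complex, was 1.44-fold higher. Against the level of 7.85 BTG2 was 2.36-fold higher, and against that of 7.78 DCP1A was 1.33-fold lower. Of 42 measured genes of RNA degradation, 3 were higher and 7 lower (3 and 7 when adjusted over the list alone; adjusted p = 0.977 by the one-sided Fisher exact test for the lower genes). The list's median log2 difference was -0.13 over all arrays, -0.08 within culture note A and -0.25 within note B, and that of all measured genes over all arrays was -0.05. The study chose this pathway on the same arrays, so the count is not independent evidence.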

The pathway “RNA degradation” was significantly down-regulated in IPEC-J2. Furthermore, we examined the RNA-content per cell and compared both cell lines. IPEC-J2 showed a significant higher RNA-content than IPEC-1 (p<0.001; Fig 3C). This goes along with the 300-fold higher p53-RNA content in IPEC-J2. In the next step, the protein content was analysed as an important indicator for the pathway “ribosome” which is down-regulated in IPEC-J2 in comparison to IPEC-1. Here, 34 genes are significantly affected. 22 genes are involved in the 60S ribosomal proteins (e.g. RPL10-15), 9 genes in the 40S ribosomal proteins (e.g. RPS5-8), 1 gene in the 60S mitochondrial ribosomal protein and 1 is predicted to be a hypothetical protein. 

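Of 37 measured genes of the large (60S) ribosomal subunit, 13 were lower in IPEC-J2 and 1, RPL19, was higher by 1.09-fold (14 and 1 when adjusted over the list alone), the latter with an adjusted p of 0.0553 with the third pair as a block. RPL15 had a log2 signal of 13.35 ± 0.04 (SD, n = 3) in IPEC-J2 and 13.71 ± 0.05 (SD, n = 3) in IPEC-1, 1.29-fold lower (adjusted p = 0.00491 from limma, 0.0570 with the third pair as a block). RPL14 was 1.22-fold and RPL13 1.16-fold lower, and the related genes RPL22L1, RPL26L1 and RPL36AL 2.52-fold, 1.56-fold and 1.39-fold lower. RPL11 and RPL12 had log2 differences of -0.18 (adjusted p = 0.0697) and -0.73 (adjusted p = 0.355). The brightest of the 3 probe sets of RPL12 differed by -0.17 (adjusted p = 0.0204 among all probe sets). Of 25 measured 40S genes, 6 were lower and 4 higher (9 and 5 when adjusted over the list alone), with RPS27 1.60-fold lower, RPS27L 2.02-fold higher and RPS25 1.30-fold higher. RPS6 had a log2 difference of -0.37 (adjusted p = 0.0697), and its brightest probe set one of -0.36 (adjusted p = 0.0138 among all probe sets). Of 55 measured genes of mitochondrial ribosomal proteins, 17 were lower and 2 higher (19 and 2 when adjusted over the list alone), with MRPL13 1.81-fold lower (adjusted p = 0.00200) and MRPS35 2.24-fold higher, or 1.43-fold against the level of 7.85.

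The ribosome list as a whole had 19 lower and 5 higher genes among 62 (21 and 6 when adjusted over the list alone), and the study chose this pathway on the same arrays. The ribosome, 60S and mitochondrial lists were over-represented among the lower genes (one-sided Fisher exact test, each adjusted p = 0.0199), and the 40S list was not (adjusted p = 0.491). By camera with an estimated correlation, the adjusted p was 0.98 for each of these lists. Median log2 differences over all arrays, within culture note A and within note B were -0.11, -0.09 and -0.16 for the ribosome, -0.18, -0.17 and -0.22 for 60S and -0.27, -0.28 and -0.29 for mitochondrial ribosomal proteins. The 40S median was 0.01 over all arrays, 0.01 within note A and -0.13 within note B. Over all measured genes the median was -0.05. In note B the IPEC-J2 array was dimmer than the IPEC-1 array (75th percentile 8.31 against 8.51). The note B medians therefore do not separate a decrease of these lists from the dimmer array. With the third pair as a block, the adjusted p was 0.137 for the ribosome and 60S lists and 0.762 for the mitochondrial list. Centring on the 75th percentile also ended the calls of these lists (0.635 for the mitochondrial list), and quantile normalization ended that of the mitochondrial list (0.149). The ribosome list did not pass without any 1 of the IPEC-1 arrays or without IPEC-J2 replicate 1 (0.0841 to 0.259). After centring on the 75th percentile 3 of the 60S genes were lower, and over all other settings the adjusted p lay between 1.48e-04 and 1 for the ribosome, 4.59e-05 and 1 for 60S and 0.00207 and 1 for the mitochondrial list.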

The protein content per cell was measured and calculated for both cell lines. IPEC-J2 showed a significant higher protein content than IPEC-1 (p<0.001; Fig 3C). Furthermore, RPL10a, an important gene of the 60S ribosomal proteins, was analysed via qPCR and Western blot analyses (Fig 3C; Table 3). 

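RPL10A, a protein of the large ribosomal subunit, gave one of the brightest signals of the arrays, with 13.57 ± 0.04 (SD, n = 3) in IPEC-J2 and 13.74 ± 0.03 (SD, n = 3) in IPEC-1. It was 1.13-fold lower in IPEC-J2 (log2 difference -0.17, SE 0.0268, adjusted p = 0.0176 from limma), by -0.17 within culture note A and -0.24 within note B. The adjusted p was 0.104 with the third pair as a block, 0.415 after centring on the 75th percentile, 0.149 without dim genes and 0.175 with genes at the floor on every array left out, in a range from 0.000945 over the other settings. It rose to 0.0574, 0.0538 and 0.0509 without IPEC-1 replicates 1, 2 and 3 and to 0.0737 without IPEC-J2 replicate 3.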

RPL10a showed a significant decrease in the microarray but not in qPCR in IPEC-J2 in comparison to IPEC-1. Furthermore, the RPL10a protein decreased slightly in IPEC-J2 over time.

A more detailed examination of the morphology of IPEC-1 and IPEC-J2 showed the clear network of the membrane-linked proteins involved in the cell-cell-contacts. 28 genes are regulated in the microarray analyses that are involved in the network of the connected cells. 

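Of 49 measured tight junction genes, 6 were higher and 7 lower in IPEC-J2 (6 and 8 when adjusted over the list alone). AMOTL1, an angiomotin that binds junctional proteins, had a log2 signal of 8.64 ± 0.16 (SD, n = 3) in IPEC-1 and 4.26 ± 0.44 (SD, n = 3) in IPEC-J2, where 2 arrays were at the floor (adjusted p = 0.00141 from limma). The claudin CLDN6 had 9.02 ± 0.33 (SD, n = 3) in IPEC-J2 and 10.73 ± 0.18 (SD, n = 3) in IPEC-1, 3.26-fold lower (adjusted p = 0.00907, 0.0575 with the third pair as a block). MYL9, a myosin light chain, was 2.76-fold lower (0.103 with the third pair as a block), and the G protein subunit GNAI2 and the phosphatase subunit PPP2R1B were 1.67-fold and 1.48-fold higher. CLDN4 had 11.93 ± 0.27 (SD, n = 3) in IPEC-J2 and 11.71 ± 0.25 (SD, n = 3) in IPEC-1 (adjusted p = 0.571). TJP1, which encodes ZO-1, was at the floor on all IPEC-J2 arrays and on 1 IPEC-1 array, replicate 2 (log2 difference -1.18, adjusted p = 0.243). Without that array the difference was -1.77 (adjusted p = 3.52e-04, in a range up to 0.624 over other settings). IPEC-1 replicates 1 and 3 had signals of 5.81 and 5.73. These lie below the levels for lower bounds, so the arrays do not show whether TJP1 differs between the cell lines. The list was not over-represented among the lower genes (one-sided Fisher exact test, adjusted p = 1), and the study chose this pathway on the same arrays.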

Claudin-1, claudin-3, claudin-7 and occludin were chosen as marker for cell-cell contacts and tight junctions. 

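Among the claudins, the membrane proteins that form tight junction strands, CLDN7 had a log2 signal of 11.53 ± 0.32 (SD, n = 3) in IPEC-J2 and 10.44 ± 0.20 (SD, n = 3) in IPEC-1. It was 2.13-fold higher in IPEC-J2 (log2 difference 1.09, SE 0.209, adjusted p = 0.0297 from limma), by 0.86 within culture note A and 1.06 within note B. CLDN3 averaged 6.14 ± 0.12 (SD, n = 3) over its probe sets in IPEC-J2 and was at the floor on all IPEC-1 arrays (adjusted p = 2.14e-04 from limma), with differences of 2.00 and 2.19 within the notes. The adjusted p of CLDN7 was 0.0576 with the third pair as a block and between 0.0576 and 0.101 without any 1 array except IPEC-J2 replicate 3.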

An increased mRNA-level of claudin-3 and claudin-7 (both: p≤0.001, Table 3) was detected in IPEC-J2. In comparison to IPEC-1, a decreased mRNA-level of claudin-1 and occludin (both: p≤0.001) was noticed. These data were obtained by microarray data. 

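OCLN, the junctional membrane protein occludin, averaged 8.07 ± 0.46 (SD, n = 3) in IPEC-J2 and 8.97 ± 0.30 (SD, n = 3) in IPEC-1 over 3 probe sets. The log2 difference of -0.90 did not pass the test (SE 0.302, adjusted p = 0.120 from limma), and it was -0.78 within culture note A and -1.09 within note B. The brightest probe set had 10.77 ± 0.08 (SD, n = 3) in IPEC-J2 and 11.64 ± 0.10 (SD, n = 3) in IPEC-1, a log2 difference of -0.86 (adjusted p = 0.00525 among all probe sets), and the other two differed by -0.90 (adjusted p = 0.460) and -0.93 (adjusted p = 0.217). OCLN passed with the brightest probe set per gene (0.00311), quantile normalization (0.0297), centring on the 75th percentile (0.0482), the third pair as a block (0.0470) and the methods' t-test without adjustment (0.0471), in a range up to 0.288.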

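CLDN3 was measured by 2 probe sets. One had a log2 signal of 8.28 ± 0.24 (SD, n = 3) in IPEC-J2 and was at the floor on every IPEC-1 array, which makes CLDN3 at least 1.35-fold higher in IPEC-J2 on this probe set (adjusted p = 3.73e-04 from limma among all probe sets). The other probe set of CLDN3 was at the floor on all 6 arrays and lowers the mean over the gene in IPEC-J2.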

Differences between the microarray and the qPCR were observed in claudin-3, which was significantly up-regulated in the qPCR but not in the microarray. IPEC-1 and IPEC-J2 were cultured on membranes and analysed at different time points: day 2, 7, 14 and 21 (Figs 4 and 5) via Western blot. ZO-1 and occludin showed opposed characteristics: ZO-1 < occludin in IPEC-1 and ZO-1 > occludin in IPEC-J2. In both cell lines, a strong expression of claudin-3 and claudin-4 was detected at day 7, 14 and 21 of culture by Western blot analyses. Claudin-3 and claudin-4 were observed in the cells. Claudin-4 showed higher expression in the cytoplasm than at the cell border in comparison to claudin-3 in IPEC-J2.

**Fig 4:**
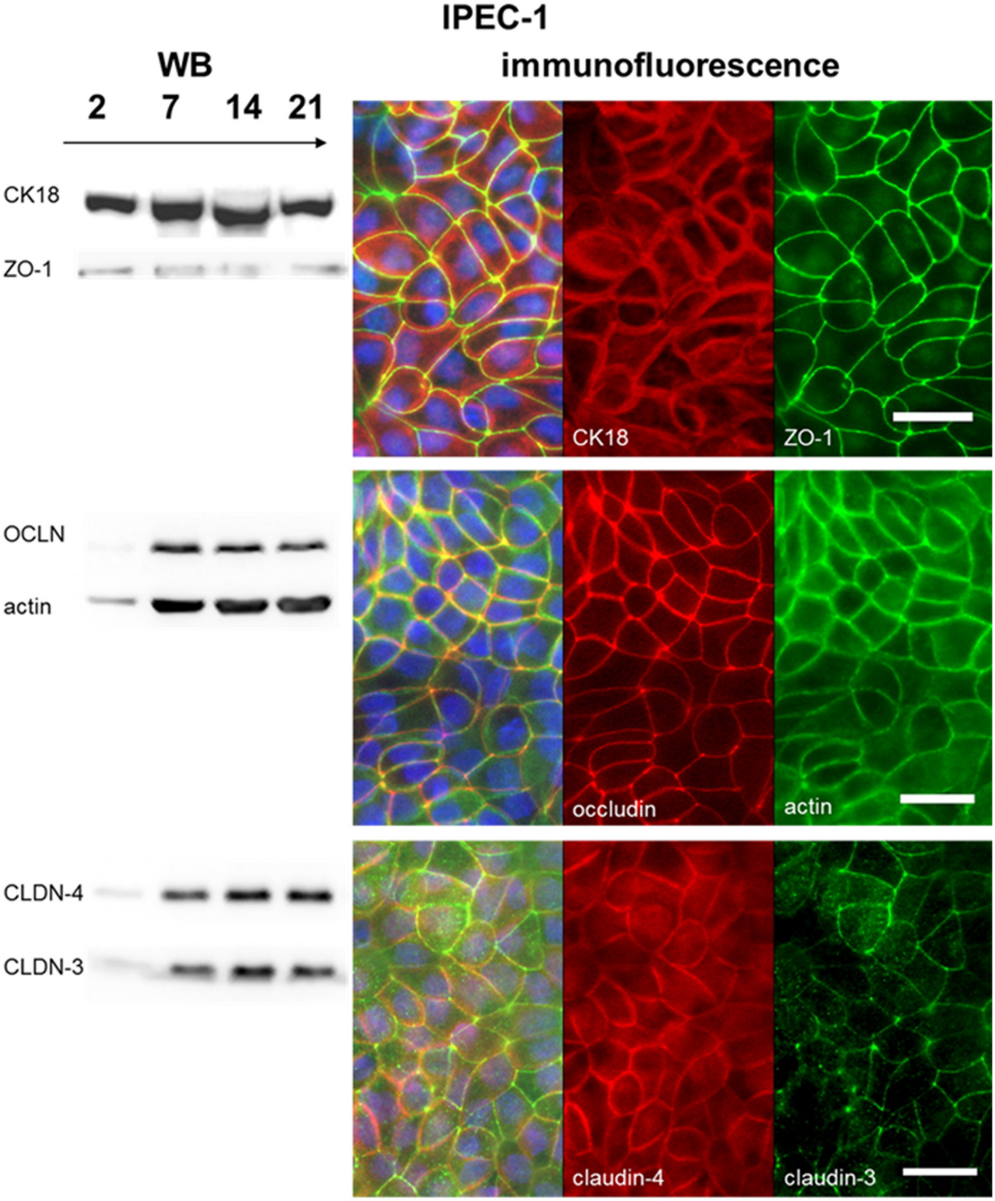
Analysis of the protein expression of tight junctions and cytoskeleton—IPEC-1. Different proteins of the tight junctions and cytoskeleton were analysed by Western blot and immunofluorescence: CK18, β-actin, ZO-1, occludin, claudin-3 and claudin-4. At day 2 of culture IPEC-1 showed in the Western blots a weak protein expression of all proteins studied. A strong ZO-1 and occludin immunoreactivity was found at the border of the cells. In IPEC-1 ZO-1 showed a low expression, whereas a large amount of occludin was present. The cytoskeleton proteins CK18 and actin were strongly expressed at the border of the IPEC-1 cells. Furthermore, no stress fibres were detected in the cells. Claudin-3 and claudin-4 were observed in the cells. A spot like character of claudin-3 distribution in the area where at least three cells were closely located. Claudin-4 showed an expression at the cell border but also within the cytoplasm. (blue = DAPI; bar = 20 μm)

**Fig 5:**
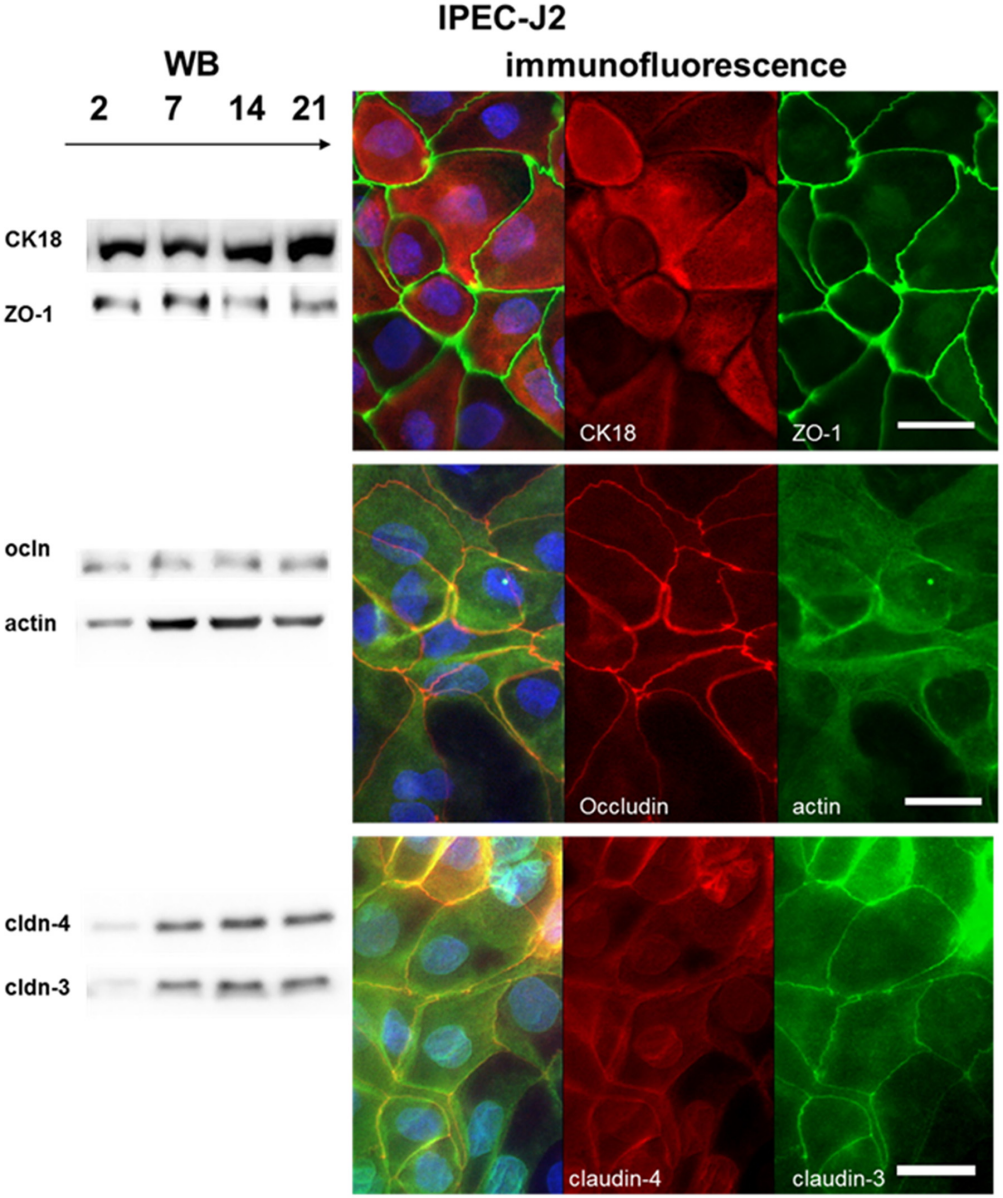
Analysis of the protein expression of tight junctions and cytoskeleton—IPEC-J2. Western blot analyses and immunofluorescence were used to examine different proteins of the tight junctions (ZO-1, occludin, claudin-3 and claudin-4) and the cytoskeleton CK18 and actin). Results comparable to IPEC-1 were found in IPEC-J2, here a weak expression was found at day 2 of culture for all proteins analysed using Western blot. The tight junctions proteins ZO-1 and occludin showed a strong expression at the cell border, however in this cell type ZO-1 had a much higher immunoreactivity as occludin. No actin-stress fibres were found in IPEC-J2. Claudin-3 and claudin-4 were present, but claudin-4 showed higher expression in the cytoplasm than at the cell border in comparison to claudin-3. (blue = DAPI; bar = 20 μm)

In comparison to IPEC-J2 cells, the distribution of claudin-3 is in IPEC-1 more spot-like in the region where three cells have a contact area (Figs 4 and 5). Morphological differences were also found, namely villin and actin increased in IPEC-J2 in the immunofluorescence (Fig 5). No differences in beta-actin expression were detected by microarray, qPCR and Western blot analyses (Table 3).

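ACTB, which encodes beta-actin, had a log2 signal of 12.27 ± 0.11 (SD, n = 3) in IPEC-J2 and 12.23 ± 0.18 (SD, n = 3) in IPEC-1. The difference of 0.04 (SE 0.112) did not pass the test (adjusted p = 1 from limma), and it was -0.13 within culture note A and 0.14 within note B. The 2 probe sets of ACTB differed by 0.08 and 0.00. The array also carries control probe sets for the 5' and 3' ends of beta-actin and GAPDH mRNA. For beta-actin, the 5' signal minus the 3' signal was -2.79 ± 0.02 (SD, n = 3) in IPEC-J2 and -1.61 ± 0.17 (SD, n = 3) in IPEC-1, a change of -1.18 (SE 0.0989). For GAPDH, the same difference changed by -0.04 (SE 0.0509). KRT18, the keratin of simple epithelia, had a log2 difference of -0.30 (adjusted p = 0.115 from limma).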

To a better understanding of the metabolism of IPEC cells, glucose utilisation, lactate production, oxygen consumption and ATP-content were examined (Figs 6, 7 and 8). In Fig 6 the results for the glucose-consumption and lactate-production in both cell lines are shown. Differences were found between the cell lines. IPEC-J2 showed a higher glucose-consumption than IPEC-1 (*apical*: IPEC-1: 0.48 μmol/100000 cells, IPEC-J2: 3.3 μmol/100000 cells; *basolateral*: IPEC-1: 0.95 μmol/100000 cells, IPEC-J2: 3.57 μmol/100000 cells). Similar results were found with the focus on lactate-production (*apical*: IPEC-1: 0.48 μmol/100000 cells, IPEC-J2: 4.1 μmol/100000 cells; *basolateral*: IPEC-1: 0.95 μmol/100000 cells, IPEC-J2: 3.98 μmol/100000 cells). Furthermore, the microarray analyses showed 29 significantly regulated genes like COX5B, COX7A2, COX7C, COX8A, ATP5D, ATP5E, ATPH, NDUFA2, NDUFA4 and NDUFB2. In addition, important genes of the aerobic metabolism like CYC1, PDHB and SDHB were examined (Fig 7A). 

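Genes of the respiratory chain differed between the cell lines in both directions. NDUFA2 of complex I had a log2 signal of 11.16 ± 0.04 (SD, n = 3) in IPEC-J2 and 10.42 ± 0.06 (SD, n = 3) in IPEC-1, 1.67-fold higher (adjusted p = 8.94e-04 from limma), by 0.73 within each culture note. NDUFC2, NDUFB2 and NDUFA11 were 1.79-fold, 1.64-fold and 1.56-fold higher. COX7A2 of complex IV was 1.77-fold higher (adjusted p = 0.0170), by 0.54 and 0.79 within notes A and B. The ATP synthase subunits ATP5D, ATP5E and ATP5H were 1.50-fold, 1.34-fold and 1.21-fold higher. COX7C and NDUFA4 did not pass the test, with log2 differences of 0.53 (adjusted p = 0.415, 0.0126 for the brightest of its probe sets) and 0.44 (adjusted p = 0.0586). ATP5F1 of the ATP synthase was 1.71-fold lower (adjusted p = 0.00224), UQCR10 of complex III 1.44-fold lower and SDHA of complex II 1.51-fold lower.

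Of 76 measured genes of oxidative phosphorylation, 16 were higher and 11 lower (19 and 11 when adjusted over the list alone), and the study chose this pathway on the same arrays. Of 32 complex I subunits, 9 were higher and 2 lower (11 and 3 when adjusted over the list alone), of 7 complex IV genes 1 was higher, and of 13 ATP synthase subunits 3 were higher and 2 lower (3 and 2 when adjusted over the list alone). The vacuolar ATPase, a proton pump of acidic organelles, had 2 higher and 5 lower subunits among 15 (2 and 5 when adjusted over the list alone), with ATP6V0A4 at 7.20 ± 0.22 (SD, n = 3) in IPEC-1 and at the floor on all IPEC-J2 arrays. By the one-sided Fisher exact test, the adjusted p was 0.123 for the higher genes of oxidative phosphorylation, 0.0971 for those of complex I, 0.666 for those of the ATP synthase and 0.305 for the lower genes of the vacuolar ATPase. After centring on the 75th percentile 1 subunit of the vacuolar ATPase was higher and 1 lower. The median log2 difference of oxidative phosphorylation was 0.16 over all arrays, -0.07 within culture note A and 0.06 within note B, and that of complex I was 0.23, 0.12 and 0.18. Oxidative phosphorylation passed with the brightest probe set per gene (0.0150), the methods' t-test without adjustment (0.0408) and the genes at the floor on every array in the background (0.0374), in a range up to 1. The last of these backgrounds matches the wording of the plan for the list test. The lowest adjusted p of complex I was 0.0200, by camera with the preset correlation. It was 0.98 by camera with an estimated correlation, and the range over other settings reached 1. With the third pair as a block, COX7A2 (0.0981), NDUFB2 (0.0994), NDUFA11 (0.0781), ATP5D (0.169), ATP5E (0.0762), UQCR10 (0.0543) and SDHA (0.0541) no longer passed.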

CYC 1 (cytochrome C) plays an important role in the mitochondrial respiratory chain by transferring electrons from the Rieske iron-sulfur protein to cytochrome C and is significant down-regulated in IPEC-J2 in comparison to IPEC-1 in qPCR and in the microarray. PDHB and SDHB showed opposed characteristics. Pyruvate dehydrogenase subunit B (PDHB) is a nuclear encoded mitochondrial multi-enzyme complex that catalyses the conversion of pyruvate to acetyl-CoA and carbon dioxide, it is significantly down-regulated in IPEC-J2 in comparison to IPEC-1 and. On the other hand, succinate dehydrogenase subunit B (SDHB) is significantly up-regulated and is involved in complex II and known as iron-sulfur subunit. It catalyses the oxidation of succinate. 

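PDHB had a log2 signal of 11.06 ± 0.15 (SD, n = 3) in IPEC-J2 and 11.55 ± 0.11 (SD, n = 3) in IPEC-1. It was 1.40-fold lower in IPEC-J2 (log2 difference -0.49, SE 0.101, adjusted p = 0.0373 from limma), by -0.48 within culture note A and -0.53 within note B. Several enzymes of the citrate cycle were lower too. FH, which hydrates fumarate, had 9.73 ± 0.10 (SD, n = 3) in IPEC-J2 and 10.75 ± 0.19 (SD, n = 3) in IPEC-1, 2.03-fold lower (adjusted p = 0.00838). The pyruvate carboxylase PC was 1.97-fold (1.099-fold against the level of 7.78), the malate dehydrogenase MDH1 1.96-fold and the isocitrate dehydrogenase IDH2 1.60-fold lower, while SDHD of succinate dehydrogenase and IDH3B were each 1.41-fold higher. Of 28 measured genes of the citrate cycle and pyruvate dehydrogenase, 2 were higher and 6 lower (5 and 7 when adjusted over the list alone; adjusted p = 0.666 by the one-sided Fisher exact test for the lower genes). PDHB did not pass with any 1 array left out, with an adjusted p between 0.0545 and 0.118, and it passed with the third pair as a block (0.0210). MDH1 (0.0668), IDH2 (0.0862) and IDH3B (0.102) did not pass with that block.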

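SDHB, measured by 2 probe sets, averaged 10.16 ± 0.13 (SD, n = 3) in IPEC-J2 and 9.87 ± 0.08 (SD, n = 3) in IPEC-1. The log2 difference of 0.29 did not pass the test (SE 0.0814, adjusted p = 0.0816 from limma), and it was 0.40 within culture note A and 0.25 within note B. The brighter probe set had 10.77 ± 0.01 (SD, n = 3) in IPEC-J2 and 10.23 ± 0.11 (SD, n = 3) in IPEC-1, 1.46-fold higher (adjusted p = 0.0110 among all probe sets), and the other differed by 0.03. SDHB passed with the brightest probe set per gene (0.00625), centring on the 75th percentile (0.0440) and the methods' t-test without adjustment (0.0284), in a range up to 0.25.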

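HIF1A, the oxygen-regulated subunit of a transcription factor, was measured by 4 probe sets, 3 of them with arrays of both cell lines at the floor. Their mean was 6.32 ± 0.45 (SD, n = 3) in IPEC-J2 and 6.48 ± 0.74 (SD, n = 3) in IPEC-1, a log2 difference of -0.16 (SE 0.476, adjusted p = 1 from limma), with -0.64 within culture note A and 0.03 within note B. The bright probe set of HIF1A had 11.34 ± 0.13 (SD, n = 3) in IPEC-J2 and 11.02 ± 0.05 (SD, n = 3) in IPEC-1, 1.24-fold higher (log2 difference 0.31, adjusted p = 0.0804 among all probe sets). With the brightest probe set taken for each gene, it was called higher (adjusted p = 0.0476, in a range up to 1), and the mean over probe sets turned to 0.22 without IPEC-1 replicate 1, 0.10 without IPEC-J2 replicate 1 and 0.29 as the ratio of linear means. Of 21 measured genes of the hypoxia response, 1 was higher, LOX, a cross-linking enzyme of collagen, by 2.33-fold (adjusted p = 0.00399).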

Hypoxia inducible factor (HIF1a) plays an essential role in cellular and systemic responses to hypoxia and is significantly higher expressed in IPEC-J2 in the microarray but not in qPCR. In the next step, oxygen-utilisation was examined (Fig 7B). In both cell lines, the use of a membrane growth support significantly increases the oxygen utilisation—demonstrating the membrane grown cells to be a more physiological cell culture system. In addition, IPEC-J2 (dish: 8.18 nmol/100 000 cells; membrane: 75.27 nmol/100 000 cells) showed on dishes as well as on membranes a significantly higher oxygen-consumption than IPEC-1 (dish: 3.18 nmol/100 000 cells; membrane: 20.07 nmol/100 000 cells). One important gene of the complex IV of the respiratory chain is COX5B. COX5B was analysed by microarray, qPCR and Western blot analyses. IPEC-J2 cells showed a significantly increased RNA level in the microarray but not in qPCR in comparison to IPEC-1 but a higher COX5B-protein content was observed in IPEC-J2 (Fig 8A).

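COX5B had a log2 signal of 11.97 ± 0.08 (SD, n = 3) in IPEC-J2 and 11.65 ± 0.17 (SD, n = 3) in IPEC-1, 1.25-fold apart. The log2 difference of 0.32 did not pass the test (SE 0.105, adjusted p = 0.113 from limma), and it was 0.21 within culture note A and 0.16 within note B. All 3 IPEC-J2 values lay above the 3 IPEC-1 values. By the methods' t-test without adjustment COX5B passed (0.0435), in a range up to 0.267 over other settings.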

**Fig 6:**
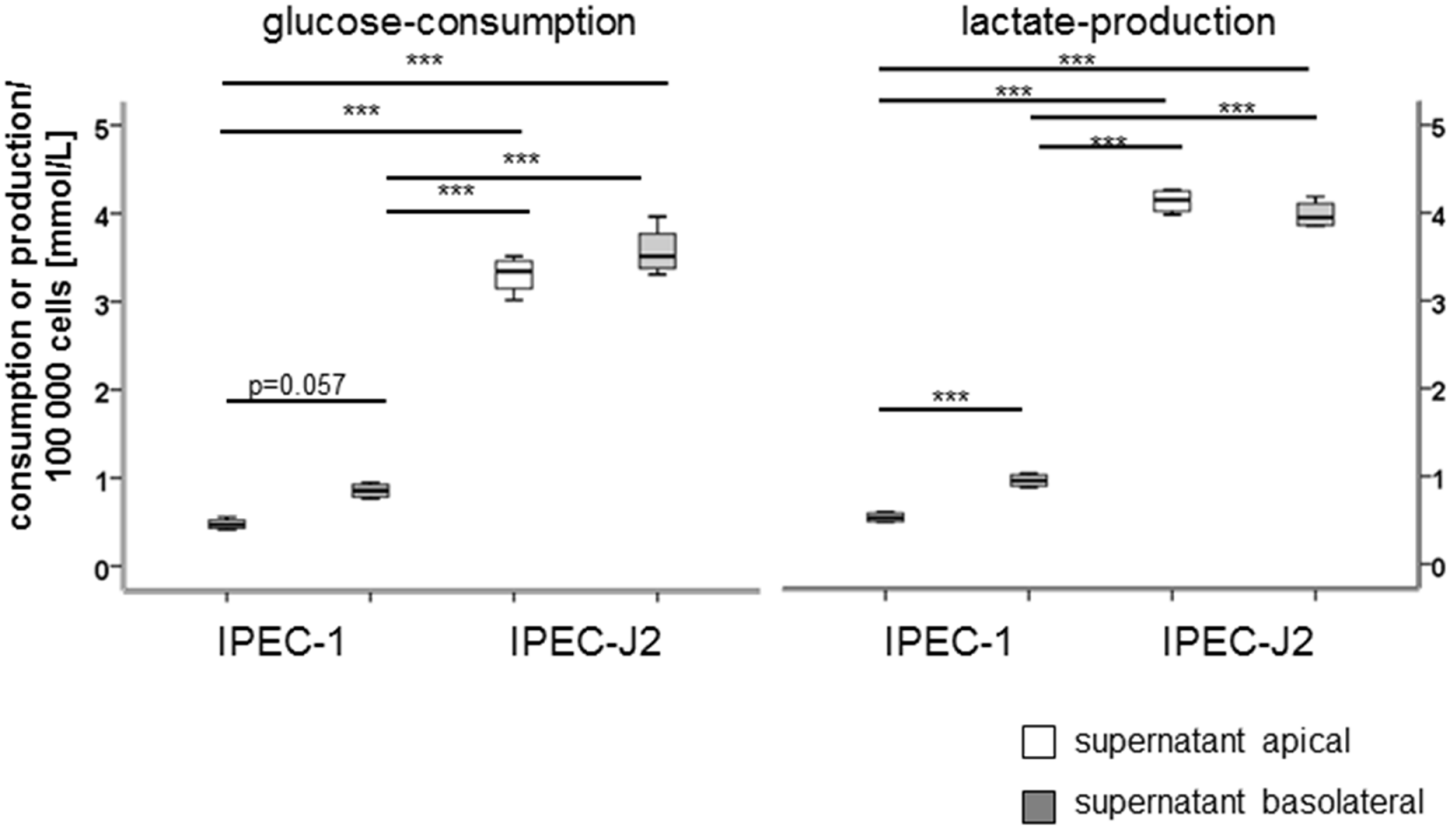
Glucose consumption and lactate production in IPEC-1 and IPEC-J2. Apical and basolateral supernatants of cells cultured on membranes were collected and analysed using the Roche/Hitachi Cobas c system. IPEC-J2 showed a significant higher apical and basolateral glucose consumption in comparison to IPEC-1 (*apical*: IPEC-1: 0.48 μmol/100000 cells, IPEC-J2: 3.3 μmol/100000 cells; *basolateral*: IPEC-1: 0.95 μmol/100000 cells, IPEC-J2: 3.57 μmol/100000 cells). Comparable results were found with the focus on lactate production (*apical*: IPEC-1: 0.48 μmol/100000 cells, IPEC-J2: 4.1 μmol/100000 cells; *basolateral*: IPEC-1: 0.95 μmol/100000 cells, IPEC-J2: 3.98 μmol/100000 cells).

**Fig 7:**
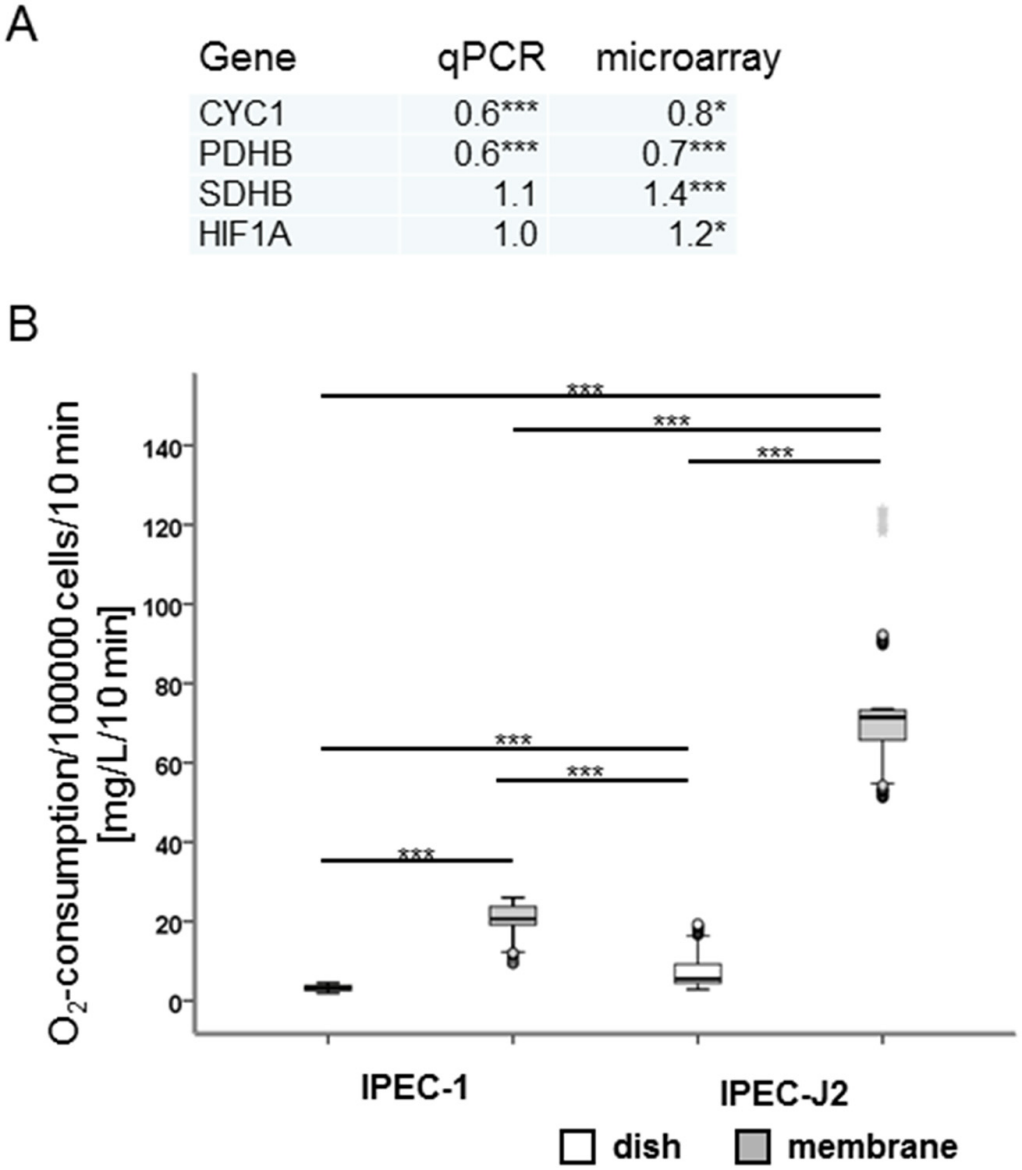
Analyses of important genes of the metabolism and oxygen-consumption. Important genes of the metabolism were analysed in both cell lines cultured on membranes for 10 days using microarray analyses and qPCR (A). PDHB (pyruvate dehydrognase subunit B) and CYC1 (cyctochrome C) are significantly down-regulated in the microarray and qPCR. SDH (succinate dehydrogenase subunit B) and HIF1a (hypoxia inducible factor 1a) are both significantly up-regulated in the microarray but not in qPCR. Furthermore, oxygen-consumption of both cell lines cultured on dishes or membranes for 10 days was examined. Both cell lines showed a significant higher O_2_-consumption on membranes (IPEC-1: 20.07 nmol/100 000 cells; IPEC-J2: 75.27 nmol/100 000 cells) in comparison to dishes (IPEC-1: 3.18 nmol/100 000 cells; IPEC-J2: 8.18 nmol/100 000 cells). At the same time, a significant higher oxygen-consumption was found in IPEC-J2 in comparison to IPEC1, which was independent of the culture support.

**Fig 8:**
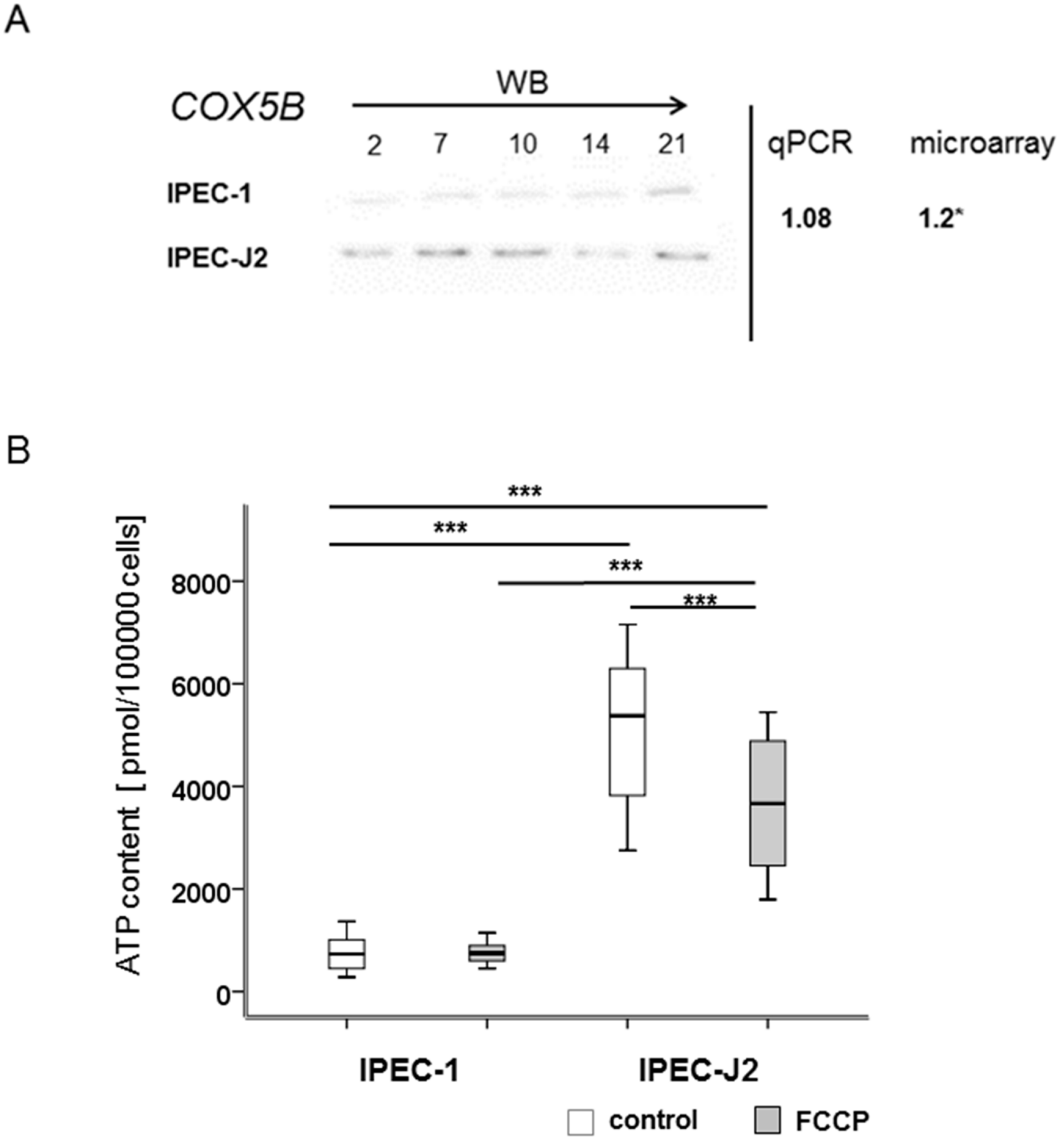
Cytochrome C-oxidase and ATP-production. COX5B was analysed by microarray analyses and qPCR. IPEC-J2 cells showed a significantly increased RNA level of COX5B in the microarray (Fig 8A; p<0.05) but not in qPCR in comparison to IPEC-1. Furthermore, IPEC-J2 showed a higher protein content of COX5B than IPEC-1. In the next step, cells were analysed using an ATP Bioluminescence Assay Kit CLS II (Fig 8B; Roche, Germany). Carbonylcyanid-p-trifluoromethoxyphenylhydrazon (FCCP) was used as control. IPEC-1 (control: 749.39 pmol/100 000 cells; FCCP: 745.31 pmol/100 000 cells) showed no reaction after the application of FCCP in comparison to IPEC-J2. IPEC-J2 showed a significant higher ATP content in comparison to IPEC-1 (p<0.001; IPEC-1: 749.31 pmol/100 000 cells; IPEC-J2: 5104.17 pmol/100 000 cells). Furthermore, a significant decrease in the ATP-content was found in IPEC-J2 after the application of FCCP (p<0.001; IPEC-J2-FCCP: 3680 pmol/100 000 cells).

As the metabolism of the epithelial cells is mainly linked to a physiological role of the mitochondria (complex V of the respiratory chain), the decoupling of the respiratory chain was performed using Carbonylcyanid-p-trifluoromethoxyphenylhydrazon (FCCP). The results in ATP-production are given in Fig 8. IPEC-J2 (control: 5104.17 pmol/100 000 cells; FCCP: 3680 pmol/100 000) showed a 7-fold increased ATP-level per 100 000 cells than IPEC-1 (p<0.0001; Fig 8). FCCP resulted in a significant decreased ATP-content in IPEC-J2 but not in IPEC-1 (control: 749.39 pmol/100 000 cells; FCCP: 745.31 pmol/100 000 cells).

## Discussion

Only a few non-transformed intestinal cell lines such as IEC-6 and IEC-18 exist [14]. In 1989, IPEC-1 and IPEC-J2 were established from 12-hours old piglets and described as non-transformed [9; 15]. Therefore, they are a convincing model for studying principal intestinal mechanisms like transport of nutrients, toxins [16], differentiation of intestinal epithelial cells and metabolism of these cells [17]. Both cell lines show a different morphology—IPEC-1 a cobblestone and IPEC-J2 an elongated phenotype with a higher cell area [13]. In 1964, MacPherson and Montagnier [18] introduced the anchorage independent cell growth and clone formation in soft-agar as an *in vitro* test of cancer. Normal epithelial cells are supported by a basement membrane, which provides survival and proliferative signals, and they undergo apoptosis when seeded in suspension culture [19]. In contrast to the carcinoma derived Caco-2 cells, neither IPEC-1 nor IPEC-J2 exhibit typical anchorage independent growth that strongly indicates the non-carcinoma nature of the cell lines. Caco-2 cells are able to evade the attachment-regulated apoptosis, which is called anoikis and this leads to uncontrolled proliferation [20].

Furthermore, the absorptive epithelium of the gastrointestinal tract developed the brush border, a highly specialised apical membrane that increases the surface area. A well-developed brush border is an important marker of polarised intestinal epithelial cells. TEM analyses at different time points showed a two-fold higher number of microvilli in IPEC-J2 than in IPEC-1 at both time points (day 9: IPEC-1 = 16.1; IPEC-J2 = 30.8; day 31: IPEC-1 = 15.3; IPEC-J2 = 29.9). These microvilli are primarily composed of six proteins: actin, fimbrin, villin, brush border myosin (Myo1A), calmodulin and a non-erythrocytic spectrin [21]. This structure corresponds to our microarray data with the focus on the significant up-regulation of the pathway “actin-cytoskeleton”. 

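Of 74 measured genes of the regulation of the actin cytoskeleton, 14 were higher and 7 lower in IPEC-J2 (15 and 9 when adjusted over the list alone). Besides villin-1, ezrin and moesin, the higher genes included the integrins ITGB3 and ITGAV and GNG12, a G protein subunit, with a log2 signal of 8.75 ± 0.13 (SD, n = 3) in IPEC-J2 and 6.66 ± 0.34 (SD, n = 3) in IPEC-1, a 4.25-fold difference (adjusted p = 0.00540 from limma), or 1.86-fold against the level of 7.85. The actin monomer-binding profilin PFN2 was 3.21-fold lower (adjusted p = 0.0220, 0.115 with the third pair as a block) and BRK1, a subunit of the WAVE complex, 1.43-fold lower, and both means of PFN2 lie below the levels for lower bounds. SPTAN1, a non-erythrocytic spectrin, had a log2 difference of -0.12 (adjusted p = 0.584). The list was not over-represented among the higher genes (one-sided Fisher exact test, adjusted p = 0.305, between 0.195 and 1 under other settings). The study chose this pathway on the same arrays, so the count is not independent evidence.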

The microvilli core bundle of about 19 actin filaments are cross-linked by villin and fimbrin [22]. Interestingly, in our study villin (VIL1) was significantly up-regulated in IPEC-J2, an indication that in this cell line the microvilli are more efficiently cross-linked. No villin-protein but microvilli were detected in IPEC-1 when IPEC-1 cells were seeded on dishes and membranes [13]. We suggest that villin is not necessary for the bundling of actin filaments but the more efficient composition including villin may result in higher numbers of microvilli as observed in IPEC-J2.

Many cancer cell lines like Caco-2 and HT-29 also express high level of villin because of their ability to develop an enterocytic differentiation [3]. We had already mentioned that IPEC-1 and IPEC-J2 are non-transformed and have their origin not in a carcinoma. In contrast, we observed a significant up-regulation of the ‘pathways in cancer’ in IPEC-J2 with P53 as the most important gene, but another marked function of this gene is the role in regulating cell growth and the differentiation through up- and down-regulating different genes like LIG1, MCL-1, P21, BAD, BAX and BCL-2 [23]. 

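P21, the cell cycle inhibitor encoded by CDKN1A, was higher in IPEC-J2, while MCL1, a survival protein of the BCL2 family, and LIG1, a DNA ligase of replication, were lower. CDKN1A had a log2 signal of 11.39 ± 0.57 (SD, n = 3) in IPEC-J2 and 8.15 ± 0.32 (SD, n = 3) in IPEC-1, 9.40-fold higher (log2 difference 3.23, SE 0.359, adjusted p = 0.00770 from limma), by 3.72 within culture note A and 2.56 within note B. MCL1 was 1.57-fold lower (11.19 ± 0.09 against 11.84 ± 0.09, SD, n = 3, adjusted p = 0.00677 from limma, 0.0581 with the third pair as a block), by -0.48 and -0.72 within the notes. LIG1 was 1.52-fold lower (7.55 ± 0.10 against 8.16 ± 0.22, SD, n = 3, adjusted p = 0.0417 from limma), by -0.67 and -0.89 within the notes. Against the level of 7.78 it was 1.30-fold lower. The adjusted p of LIG1 was 0.162 with the third pair as a block and up to 0.139 with 1 array left out.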

The induction of apoptosis is regulated by p53 through the activation of the BAX gene expression, BCL-2 is changed and cells undergo apoptosis [24]. In our study, the ratios of BAX/BCL-2-mRNA are similar and a strong expression of BCL but no BAX-protein expression was observed in both cell lines. Low or weak BAX-expression is correlated with prolonged cell survival and an enhanced resistance to CD95-mediated or serum-starvation-induced apoptosis [25]. Transfection experiments have shown that p53-expression can down-regulate BCL-expression and can up-regulate BAX-expression [26]. Therefore, Miyashita and co-workers postulated that p53 and BCL are inversely related [26]. In our study, we observed an inverse relationship of P53 and BCL as well. Therefore our data provide a putative mechanism for the longevity of both cell lines. P53 is also responsible for an increased transcription and expression of BAD [27], which is in this study significantly increased in the mRNA-level in IPEC-J2 and a strong BAD-expression was detectable in Western blot analysis. BAD is also able to direct p53 to mitochondria and forms there a bad/p53 complex [27]. Jiang et al. showed an accumulation of bad and p53 in the mitochondria and a reduced occurrence in the cytoplasm, which was associated with a release of cytochrome C [27].

Differences between the cell lines were found in the tight junctions (down-regulated in IPEC-J2). *Zonula occludens* (tight junctions), *Zonula adhaerens* and the basally localised desmosomes are commonly found between epithelial cells *in vivo*. Furthermore, *Zonula adhaerens* and *Zonula occludens* serve as structurally landmark for cell polarisation due to the defining of an apical/basolateral axis [28]. Proteins of *Zonula occludens* regulate barrier function [29]. In this context the significant decrease of the mRNA-level of claudin-1 and occludin as well as a significant increase of the mRNA-level of claudin-3 and claudin-7 in IPEC-J2 we observed is of major interest. At different time point claudin-3, claudin-4, ZO-1 and occludin were detectable in IPEC-1 and IPEC-J2 cells by Western blot. We found a higher degree of claudin-4 in the cytoplasm of IPEC-J2 than at the border of the cells. Furthermore, we observed a higher protein level of occludin in IPEC-1 in comparison to IPEC-J2 using Western blot analyses and also in the immunofluorescence. This is in accordance with the mRNA-level in both cell lines.

Furthermore, differences between IPEC-1 and IPEC-J2 were found in two important pathways of cell metabolism namely oxidative phosphorylation and glycolysis. 

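LDHB, the lactate dehydrogenase subunit of oxidative tissues, was higher in IPEC-J2. It had a log2 signal of 13.07 ± 0.09 (SD, n = 3) in IPEC-J2 and 11.87 ± 0.22 (SD, n = 3) in IPEC-1, 2.29-fold higher (log2 difference 1.19, SE 0.131, adjusted p = 0.00752 from limma), by 1.00 within culture note A and 1.26 within note B. GAPDH had 11.24 ± 0.17 (SD, n = 3) in IPEC-J2 and 10.95 ± 0.79 (SD, n = 3) in IPEC-1 over 5 probe sets (adjusted p = 0.791), and its brightest probe sets differed by 0.03 and -0.02. Other enzymes of the pathway, singled out after their values were seen, had log2 differences of -0.13 for GPI, -0.80 for PFKL, -0.08 for PGK1, 0.34 for ENO1 and 0.88 for LDHA, and the glucose transporter SLC2A1 one of -0.09, with adjusted p-values between 0.215 and 1. Of 17 measured glycolysis genes, 1 was higher and the other 16 did not pass the test, while 1 was lower with quantile normalization and with centring on the 75th percentile.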

GAPDH, HIF1a and PDH are important genes, which are up-regulated when cells produce ATP via glycolysis. HIF1a is the most important, because it regulates all other genes that are involved in the glycolysis. In our study, we did not detect any differences between the cell lines in HIF-1a-mRNA in the qPCR but an up-regulation in the microarray in IPEC-J2 (Fig 7A). In a recent study it was demonstrated that an enhanced oxygen supply triggers the structural and functional differentiation in an air-liquid interface culture in IPEC-1 and IPEC-J2 [13]. In the present study we found differences between the cell lines due to the improved oxygen supply. Therefore, the present results further support a differentially regulated metabolism of the cells. In IPEC-J2, oxidative phosphorylation is significantly up-regulated (Table 2). Functional analyses were examined via ATP-measurement, O_2_- and glucose-consumption and lactate-production. IPEC-J2 showed a significantly higher ATP-content than IPEC-1. FCCP results in a significantly decreased ATP-content in IPEC-J2 but not in IPEC-1. These results go along with the O_2_-utilisation. IPEC-J2 showed a significant higher O_2_-consumption than IPEC-1 on dishes as well as on membranes. Furthermore, glucose-consumption and lactate-production were examined. A significant higher glucose-consumption and lactate-production were found in IPEC-J2 in comparison to IPEC-1. We suppose that IPEC-J2 used aerobic as well as anaerobic glycolysis to produce ATP due to: 1. high ATP content (aerobic), 2. FCCP results in significantly decreased ATP-levels, 3. high glucose consumption (anaerobic), 4. high O_2_-consumption (aerobic) and 5. high lactate production (anaerobic). IPEC-1 seems to be in a “steady state” or non-proliferative state because: 1. low levels of ATP, 2. low O_2_ consumption, 3. low glucose consumption and 4. low lactate production [30]. Glucose metabolism in cell culture is affected by glucose concentration, temperature and pH-value of the medium [31], which leads to the hypothesis that there are major differences in the glucose metabolism in both cell lines.

## Conclusion

In conclusion we demonstrate that both cell lines are differentially regulated in: A. Cytoskeleton with effects on the brush border, B. Tight junctions with no effect on TEER values but possible on ion-transport; C. Metabolism with the focus on O_2_-consumption, glucose-utilisation and lactate production with a significant effect on ATP-production. When designing experiments using epithelial cell lines the present results should be taken into account, especially when analysing the metabolism of the cells, e.g. in terms of consumption of glucose and ATP.

How the deposited data were processed for this re-analysis (not part of the article)

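The data are 6 Affymetrix Porcine Genome Arrays, 3 of IPEC-1 and 3 of IPEC-J2, each from 1 culture on membranes. Cell line and replicate number were taken from the titles and characteristics of the sample labels. The culture description in the labels gives the same cell bank number for both lines, where the methods give different ones. The deposited table of the whole series holds 24123 probe sets with 1 signal per array. The authors made these log2 signals with GCOS 1.1.1 and PLIER according to the submitters' processing notes, and the methods describe global scaling, background correction, normalization and summary of the probe sets. For the deposited table, the log base and the normalization between arrays are not stated. The values were read as log2 because their floor of exactly 4.00 is the log2 of 16, a usual offset, and no further normalization was applied. Signals at the floor carry no order. No detection calls were used. The share of probe sets at the floor lay between 40.5 and 48.3% per array, and 7677 probe sets were at the floor on every array. Within a cell line, the arrays had Pearson correlations of 0.969 to 0.988 over probe sets above the floor. No pair of arrays held the same values, and each was counted as 1 replicate. The median SD of a measured gene was 0.166 in IPEC-1 and 0.176 in IPEC-J2.

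Control probe sets, 124 in all, were left out. Gene symbols came from the platform annotation: 10069 probe sets had 1 symbol, 198 had several and 13732 were unnamed here. Of the named probe sets, 9961 had a gene identifier in the RefSeq gene table and all of these carried the same symbol there. Probe sets with 1 symbol were averaged per symbol, as in the methods, to 6765 genes, 2014 of them with more than 1 probe set. Of 53 genes that the paper names, 39 had a value. CYC1, CLDN1, ESPN, BCL2, COX8A, MYO1A, PLS1, PLS3, RPL10 and RPS7 were not analysed here. Some other genes and 1 list of genes are not reported here. No genome sequence was used.

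Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with defaults), without a block, with Benjamini-Hochberg adjustment over all 6765 genes and a threshold of 0.05. The 1252 genes at the floor on every array stayed in the fit and its adjustment and cannot be called. A fit without them was run first and put aside for the planned one. It is kept as an alternative, because genes without any spread may lower the variance prior of the moderation. The prior itself was not compared. Without these genes 662 were higher and 762 lower, and 1250 were called in both fits. RPL10A kept its difference of -0.17, but its adjusted p was 0.175 in place of 0.0176. None of the Table 2 lists passed (0.333 for the spliceosome), so the calls of spliceosome and ribosome depend on keeping these genes in the fit. Of the 39 genes of the paper, 21 were called, 13 higher and 8 lower (30 when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same arrays).

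Lists of genes were tested with a one-sided Fisher exact test among the higher and among the lower genes, against the 5513 measured genes, since genes at the floor on every array could not have passed, with adjustment over 45 lists and both directions. Of these, 44 had measured members. Of the lists, 17 carry the pathway names of Table 2, and the others cover subunits of the respiratory chain and ribosome, metabolism, stress and growth, and markers of cell types. They were written from general knowledge and are not the KEGG lists. The set tests were camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. The last tests whether the genes of a list shift one way on average and does not compare them with other genes. Camera with an estimated correlation gave the same adjusted p of 0.98 for every list tested, so it does not separate the lists. The genes to name were chosen by rule from the genes of the paper, the 10 largest differences in each direction among called genes, and up to 4 called members per list and direction with the largest differences, and the text does not name all of them. The values of the paper's genes in its tables had been seen. The lists, the naming rule, the test and most alternatives were fixed before the data were examined. The background of the list test departs from that plan, which named all genes tested, where the 5513 measured genes were used. With all 6765 genes, listed below as an added alternative, 3 lists of Table 2 passed, with oxidative phosphorylation (0.0374) in addition. Other genes are named as chosen after their values were seen.

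The alternatives fixed in advance were the brightest probe set per gene, quantile normalization, centring on the 75th percentile, an offset of 16 on the linear scale, removal of genes with a mean under 4.65, eBayes with trend and robust options, the methods' t-test with and without adjustment, the replicate number as a block, the culture note as a random block over all arrays and as a fixed block over the 4 arrays that share a note, each probe set on its own, the ratio of linear means, and each array left out in turn. After the data had been seen, 7 further alternatives were added. They were a fixed block with the third pair, genes at the floor on every array left out of the fit, the same genes kept in the background of the lists, probe sets at the floor on every array left out before averaging, genes above the floor on all arrays, the arrays of culture note B left out, and the methods' t-test on single probe sets. The lower bounds of folds use levels of 7.85 in IPEC-1 (from 1601 probe sets) and 7.78 in IPEC-J2 (from 1640 probe sets), and no bound is given under 1.

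The steps were tested on simulated data of 6765 genes at this design, with 200 genes changed. Of 50 genes at each size, 24% were recovered at 1.5-fold, 24% at 2-fold, 72% at 4-fold and 78% at 8-fold, and 8 unchanged genes were called. In this simulation, differences of each size were seen for only part of the genes, and those of 2-fold or less for a minority. The real arrays called 1401 genes, so the adjustment was less strict there than with 200 changed genes. The shares recovered therefore do not give the sensitivity of the real comparison. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.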

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

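The tests of brush border genes, of genes of other cell types and of the 5' beta-actin signal were chosen only after the results were seen, and the count over other splits of the arrays was planned. The real split of the 6 arrays called 1401 genes, as 1 of 10 splits, and the highest of the other splits called 22. With 10 splits, a share under 0.05 cannot be reached.

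The paper does not discuss the following genes, which had a signal in IPEC-J2 and the floor on all IPEC-1 arrays. The log2 difference against the floor was 8.01 for PNLIPRP2, 7.39 for CYBA, 6.89 for PLIN2, 6.81 for HTATIP2, 6.65 for CST6, 6.54 for CEACAM16, 6.38 for ADAM28, 6.32 for ROPN1L and 6.15 for TSPO. All 9 passed limma's test with any 1 array left out. VIL1, which the paper names, had a difference of 6.90 with 1 IPEC-1 array at the floor, and passed only with all arrays or without that array, IPEC-1 replicate 2 (0.0693 to 0.120 without another array).

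Of 18 measured brush border genes, 7 were higher in IPEC-J2. Among genes above the floor on all arrays 6 of 11 were higher, 54.5% against 38.9% of all 18, but the share of all genes rose too, from 11.6 to 18.3%, and the list's adjusted p was 0.110, so a part of the floor in this pattern remains open. A difference between the culture notes would end between arrays with a shared note, but the list's median difference was 0.48 within note A and 0.66 within note B, while arrays of one line differed by at most 0.365. This test replaced, after its value had been seen, the share called with the third pair as a block, which was 3 of 18 with an adjusted p of 0.762 for the list and 2 residual degrees of freedom instead of 4. A difference between the cell lines may lie behind the pattern, as a hypothesis found and tested on the same arrays.

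Genes that fibroblasts express ran both ways, with THY1 at least 3.26-fold, S100A4 at least 2.45-fold and SPARC 5.69-fold higher in IPEC-J2 (SPARC 4.13-fold against the level of 7.85), and POSTN and COL5A1 lower by log2 differences of -3.28 and -0.67, both with IPEC-J2 arrays at the floor. VIM and TAGLN had differences of -1.38 and -3.22 that did not pass (adjusted p = 0.0989 and 0.145 from limma). Fibroblasts among the cells would bring abundant collagen and fibronectin transcripts, and the mean log2 difference of COL1A2 and FN1 was 0.0246 (SE 0.0293), but 3 of their 6 probe sets were at the floor on all arrays, and the others differed by -0.07 (SE 0.0792) for COL1A2 at 7.82 in IPEC-J2, close to background, and by 0.28 (SE 0.0836) and 0.05 (SE 0.130) for FN1. This test replaced one with VIM and COL1A2 (-0.71, SE 0.210) after the values had been seen. Fibroblasts among the cells and a difference between the epithelial lines both remain open.

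The 5' signal of beta-actin relative to its 3' signal changed by -1.18 on the log2 scale in IPEC-J2 (SE 0.0989), and its 5', middle and 3' controls by -1.30, -0.57 and -0.12. For GAPDH the same difference changed by -0.0367 (SE 0.0509), and another pair of GAPDH controls, with signals near 13.05, changed by 0.01 at the 5' end and -0.007 at the 3' end. The controls of the elongation factor ef1a changed by 0.07 and 0.08, at signals of 14.10 and 14.13 close to the highest of the arrays. Another control changed by -0.93 at its 5' end and by -0.23 at its 3' end, with a 5' signal of 5.20 and 1 IPEC-J2 array at the floor. The controls thus differ among few transcripts, and RNA degradation in IPEC-J2 remains open.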

How the results depend on the processing

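Among the alternatives, those chosen only after the result was seen were the third pair, floor genes left out or in the list background, floor probe sets left out, genes above the floor on all arrays, culture note B left out and the methods' t-test on single probe sets. Of these, floor genes in the list background match the background named in the plan. The number of arrays limits the results: 631 of 1401 called genes, and 10 of the paper's 21, stayed called with any 1 array left out. The unadjusted methods' t-test called 1154 lower genes. Differences of genes near the floor are limited by signal over background. Of results for single genes under an alternative, 4318 kept their side of the threshold, 1066 no longer passed and 39 passed in addition. A further 2 moved, and 4 changed direction with a call in the main fit or under the alternative. Among these 4, a CTNNB1 probe set at 0.27 carries only the main call (adjusted p = 0.0503 from limma among all probe sets). The sign changed without a call in 13 of the 4318, all of HIF1A, ACTB or GAPDH. Of results for lists, 1069 kept their side, 79 no longer passed and 19 passed in addition, and of summary counts 57 stayed within 1.5 times and 42 did not. Except where an alternative uses fewer arrays or degrees of freedom, the cause was not tested.

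With 640 genes higher and 761 lower over all arrays, leaving out 1 array gave between 355 and 613 higher genes and between 417 and 572 lower genes. The third pair as a block gave 364 and 379, single probe sets gave 1338 and 1497 by limma and 2387 and 2934 by the methods' t-test, and without culture note B 397 genes were lower. The 4 arrays with a shared note as a fixed block left 1 residual degree of freedom, and limma called 0 higher and 0 lower genes and 0 genes of the paper, against 920 and 1154 for the unadjusted methods' t-test over all arrays. Of the paper's genes, 12 were called with the third pair, 12 without culture note B and 12 to 14 with 1 array left out.

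The number of Table 2 lists over-represented was 2 by the Fisher exact test. It was 0 with centring on the 75th percentile, the note as a fixed block, the third pair, floor genes left out, culture note B left out and camera with an estimated correlation, and 1 with dim genes removed, eBayes with trend and robust options, the adjusted methods' t-test, genes above the floor on all arrays and camera with the preset correlation. It was 0 to 2 with 1 array left out. By fry, which does not test for over-representation, the genes of 4 lists shifted one way on average. Beyond the passages, the spliceosome list had an adjusted p of 0.325 with centring, 0.197 with trend and robust options, 0.110 with the adjusted methods' t-test, 1 with the note as a fixed block, 0.762 with the third pair, 0.333 with floor genes left out, 1 without culture note B, 0.982 with camera's estimated correlation and 0.0335 to 0.927 with 1 array left out. The ribosome list had 1 with centring, dim genes removed, the fixed note block, floor genes left out, genes above the floor and culture note B left out, 0.137 with the third pair, 0.323 and 0.982 with camera's preset and estimated correlation, and 0.0267 to 0.259 with 1 array left out. Oxidative phosphorylation passed with the brightest probe set (0.0150), the unadjusted methods' t-test (0.0408) and floor genes in the list background (0.0374), and protein export with the random note block (0.0495). By fry, the adjusted p against no change was 0.0291 for glycosaminoglycan degradation and 0.0307 for protein export. HIF1A turned to 0.31 with its brightest probe set, and CTNNB1 to 0.32 with its brightest and 0.27 with another probe set.

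The replicate numbers of the titles do not pair the arrays. Arrays with the same number had correlations of their deviations of -0.229, -0.337 and 0.0589 over 11006 probe sets. The correlation was 0.284 and 0.481 for the arrays of culture notes A and B, and 0.354 for the third pair. With the replicate block, 272 genes were higher and 324 lower, 7 of the paper's genes were called, 0 of the Table 2 lists passed (3 at an unadjusted p), and the adjusted p was 0.792 for the spliceosome and ribosome lists.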

Differences from the paper's values

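The alternatives with the methods' t-test on single probe sets, genes above the floor on all arrays, the third pair, culture note B left out and floor genes in the list background were chosen only after the result was seen, and the other tests named were planned. The list background with floor genes nevertheless matches the wording of the plan, and the background of measured genes departs from it. Values are said to differ where one is more than 1.5 times the other, a fold only if also by more than its SD or with an array at the floor, and a lower bound only if it is over 1.5 times the paper's fold. The paper gives 14746 analysed genes and 6765 genes with a symbol were analysed here. The alternatives set before the data were examined gave 5073 to 6765 genes, or 23999 for single probe sets, which are another unit, and all differ from the paper's value. The paper gives 5787 genes that varied, 2631 up-regulated and 3156 down-regulated at an unadjusted p under 0.05 from a t-test. At an adjusted p under 0.05 from limma, 1401 were called here, 640 higher and 761 lower. The alternatives fixed in advance gave 272 to 1338 higher and 324 to 1497 lower genes apart from the note as a fixed block (0 and 0), and all differ from the paper's values. The methods' t-test without adjustment over genes, the paper's own threshold, gave 920 higher and 1154 lower genes. On single probe sets, the same t-test gave 2387 higher and 2934 lower, 5321 in all, each less than the paper's value by a factor under 1.5. That alternative was chosen after seeing the values, and it drops 0 of the 26 genes that the paper calls and that have a value here.

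For 60S proteins the paper gives 22 affected genes, in a pathway that it calls down-regulated but without a direction per gene. Here 14 were called, 13 lower and 1 higher. The count was 20 with the brightest probe set and 16 with the unadjusted methods' t-test, which do not differ, and 3 to 14 with the others fixed in advance, which do. For the network of connected cells the paper gives 28 regulated genes without a direction. In the tight junction list, which may cover other genes, 13 were called here, 6 higher and 7 lower. The alternatives fixed in advance gave 5 to 18, all of which differ. The lists used here are not the KEGG lists. The note as a fixed block, with 0 called genes, differs for each of these counts.

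For villin-2 (EZR) the paper's fold is 4.6 and the fold here is 2.71, between 2.56 and 2.83 under the alternatives fixed in advance, all of which differ. For TLR4 the paper's fold is 5.7 and the fold here is 1.57. It was 4.76 with the brightest probe set, which does not differ, and 1.31 to 2.22 with the alternatives that keep the mean over probe sets, which do. No probe set of TLR4 reached the levels for lower bounds, and the brightest was at the floor on 2 IPEC-1 arrays, so these folds do not decide which is right.

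The paper states that HIF1A is higher in IPEC-J2 on the array. The mean over probe sets was -0.16 here (adjusted p = 1), and with the brightest probe set HIF1A was called higher (0.0476). The log2 difference was also positive without IPEC-1 replicate 1 (0.22), without IPEC-J2 replicate 1 (0.10) and as the ratio of linear means (0.29), so its direction here is open. The paper states in its text that VIL1 is not on the array and in the legend of Fig 2 that it is up-regulated there. A probe set with this symbol was 6.90 higher here on the log2 scale (adjusted p = 0.0367), with 1 IPEC-1 array at the floor. The paper states in one sentence that claudin-3 is increased in its microarray data and in another that it is not significantly up-regulated there, and Table 3 gives no mark for it. CLDN3 was higher here (adjusted p = 2.14e-04), with 1 of its probe sets at the floor on every array. Genes that the paper calls on the array and that did not pass here are MUC4, which passed with the unadjusted methods' t-test (0.0459), without IPEC-1 replicate 3 (0.0267) and with genes above the floor on all arrays (0.0187), and TLR4, which passed with quantile normalization (0.0208). SDHB passed with the brightest probe set (0.00625), centring on the 75th percentile (0.0440) and the unadjusted methods' t-test (0.0284), COX5B with the unadjusted methods' t-test (0.0435), and OCLN with the brightest probe set (0.00311), quantile normalization (0.0297), centring (0.0482), the unadjusted methods' t-test (0.0471), and, added after the data had been seen, the third pair (0.0470) and culture note B left out (0.0185). BCL2L1 passed with quantile normalization (0.0153), centring (0.0291), the unadjusted methods' t-test (0.0486) and genes above the floor (0.0300). COX7C passed with the brightest probe set (0.00710). NDUFA4 passed with centring (0.0432), dim genes removed (0.0468), the unadjusted methods' t-test (0.0186) and genes above the floor (0.0260). RPL11 passed with quantile normalization (0.0205) and the unadjusted methods' t-test (0.0233), RPL12 with the brightest probe set (0.0119), and RPS6 with the brightest probe set (0.00776), the unadjusted methods' t-test (0.0235), the random note block (0.0443), the third pair (0.0185) and genes above the floor (0.0406).

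The paper gives different array values of BAX in Table 3 and in Fig 3B, where BAX has no mark of significance and BCL-X has one. BAX was 2.13-fold higher here, and BCL2L1 had a fold of 1.58 (adjusted p = 0.123). The paper states that 17 pathways were regulated, and 2 of the lists with these names were over-represented here, spliceosome and ribosome, both in the direction of Table 2. With the brightest probe set, the random note block, the unadjusted methods' t-test and floor genes in the list background 3 passed. The last was run after seeing the data, although it matches the background named in the plan. The lists that passed in addition were oxidative phosphorylation (0.0150 with the brightest probe set, 0.0408 with the unadjusted methods' t-test, 0.0374 with floor genes in the list background) and protein export (0.0495 with the random note block).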

Other observations

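The lists described here were set with the others, and the single genes named as such were chosen only after the result was seen. Among markers of differentiated enterocytes, 4 of 12 measured genes were higher and 1 lower in IPEC-J2 (4 and 1 when adjusted over the list alone; adjusted p = 0.305 by the one-sided Fisher exact test). LGALS4, a galectin of the intestinal epithelium, had a signal of 12.26 ± 0.54 (SD, n = 3) in IPEC-J2 and 7.92 ± 0.25 (SD, n = 3) in IPEC-1, 20.3-fold higher (adjusted p = 0.00263 from limma), by 4.23 and 4.13 within culture notes A and B. HNF4A, a transcription factor of enterocytes, had 8.68 ± 0.11 (SD, n = 3) and 4.60 ± 0.53 (SD, n = 3) with 1 IPEC-1 array at the floor (adjusted p = 0.00244). Against the level of 7.85, HNF4A was 2.23-fold higher. The glucose transporter SLC2A2 was 1.57-fold higher. The lower gene was GATA4, at 5.09 in IPEC-J2 and 5.38 in IPEC-1, and none of its probe sets reached the levels for lower bounds. SLC5A1, chosen after its value was seen, had a log2 difference of -2.24 that did not pass (adjusted p = 0.116 from limma). LRIG1, a negative regulator of EGF receptors that marks crypt stem cells, was 11.9-fold lower (7.01 ± 0.33 against 10.59 ± 0.33, SD, n = 3, adjusted p = 0.00232) and HOPX 11.7-fold lower (adjusted p = 3.38e-04), or 7.01-fold and 4.07-fold against the level of 7.78. Of the 4 measured Paneth and stem cell genes, 2 were lower and 1, MMP7, was higher (adjusted p = 0.424 for the lower genes). The goblet cell list had 1 of 4 genes lower, CLCA1. The enteroendocrine list had 0 measured genes and was not analysed. Of 14 fibroblast genes, 4 were higher and 2 lower (4 and 2 when adjusted over the list alone; adjusted p = 0.370), with POSTN at a log2 difference of -3.28 and 2 IPEC-J2 arrays at the floor. By fry, which does not compare a list with other genes, the adjusted p was 0.00378 for each of the enterocyte, Paneth and stem cell, and fibroblast lists. The enterocyte and fibroblast lists shifted up in IPEC-J2, and the Paneth and stem cell list shifted down. By camera with an estimated correlation, the adjusted p was 0.98 for each of them. Endothelial and leukocyte lists had 1 lower gene each, PECAM1 (log2 difference -1.46, of 6 genes) and CD3E (-1.93, of 7 genes). No probe set of PECAM1 reached the levels for lower bounds. Of 21 genes of epithelial junctions and keratins, 5 were higher and 2 lower (6 and 2 when adjusted over the list alone; adjusted p = 0.415), with the membrane protease ST14 3.90-fold higher and KRT19 1.74-fold lower. With the third pair as a block, SLC2A2 (0.0651), MMP7 (0.0901) and PECAM1 (0.102) no longer passed. SLC2A2 was 1.102-fold higher against the level of 7.85. EPCAM, chosen after its value was seen, had 13.55 ± 0.04 (SD, n = 3) in IPEC-J2 and 13.39 ± 0.06 (SD, n = 3) in IPEC-1 (adjusted p = 0.0669).

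Enzymes of xenobiotic metabolism differed by large factors in both directions, with 4 of 26 measured genes higher and 5 lower (4 and 6 when adjusted over the list alone). MGST1, a membrane glutathione transferase, was 28.2-fold lower in IPEC-J2 (adjusted p = 0.00602, 0.0581 with the third pair as a block), the epoxide hydrolase EPHX2 16.3-fold lower (adjusted p = 4.61e-04), 11.8-fold and 8.13-fold against the level of 7.78, and ALDH1A1 3.85-fold lower, SULT1E1 had a log2 difference of -4.52 with 2 IPEC-J2 arrays at the floor, while the quinone reductase NQO1 was 3.20-fold higher and GSTA1 at least 1.02-fold higher. Of 22 inflammatory and innate genes, 4 were higher and 3 lower (5 and 5 when adjusted over the list alone). The adhesion molecule ICAM1 was 3.59-fold and the NF-kappaB inhibitor NFKBIA 2.50-fold higher, IL6 was 3.95-fold and LY96, the partner of TLR4, 3.22-fold lower, and complement C3 had a log2 difference of -4.20 with 2 IPEC-J2 arrays at the floor. Of 22 interferon response genes, 4 were higher and 2 lower (4 and 2 when adjusted over the list alone), with ISG20 3.78-fold and IRF1 2.52-fold higher and MX1 at least 1.29-fold lower. Of 18 genes of the unfolded protein response, 4 were higher (4 when adjusted over the list alone), with the chaperones HYOU1 2.03-fold, CANX 1.69-fold, DNAJB9 1.64-fold and PDIA3 1.62-fold higher (adjusted p = 0.579). In cholesterol synthesis and uptake, 1 of 12 genes was higher, CYP51 by 2.14-fold, and 2 were lower, TM7SF2 by 3.69-fold and HSD17B7 by 1.35-fold. Of 36 proteasome genes, 1 was higher and 4 lower (1 and 4 when adjusted over the list alone), with PSMD6 1.47-fold lower. The third pair as a block ended the calls of ALDH1A1 (0.0581), NQO1 (0.0720), LY96 (0.0564), C3 (0.0970), IRF1 (0.0748), HYOU1 (0.0651), CANX (0.0653), DNAJB9 (0.0781), PDIA3 (0.0866), CYP51 (0.0758), HSD17B7 (0.149) and PSMD6 (0.0622). Against the levels for lower bounds, ISG20 was 1.63-fold, CANX 1.45-fold and DNAJB9 1.40-fold higher, and IL6 2.02-fold, TM7SF2 3.25-fold and HSD17B7 1.11-fold lower. Of 34 genes of the cell cycle, 1 was higher, TYMS by 2.31-fold (2.18-fold against the level of 7.85, 0.0862 with the third pair as a block), and 1 lower, LIG1 (0.162 with that block), and limma called 0 of them when adjusted over the list alone. The lists of this paragraph had adjusted p-values of 0.579 to 1 by the Fisher exact test.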
